# METTL3 knockout accelerates hepatocarcinogenesis via inhibiting endoplasmic reticulum stress response

**DOI:** 10.1002/2211-5463.70023

**Published:** 2025-03-18

**Authors:** Bo Cui, Silin Tu, Haibo Li, Zhancheng Zeng, Ruiqi Xiao, Jing Guo, Xiaoqi Liang, Chang Liu, Lijie Pan, Wenjie Chen, Mian Ge, Xiaofen Zhong, Linsen Ye, Huaxin Chen, Qi Zhang, Yan Xu

**Keywords:** ER stress response, hepatocarcinogenesis, hepatocellular carcinoma, m^6^A, METTL3

## Abstract

Hepatocellular carcinoma (HCC) is among the most common causes of cancer‐related deaths worldwide. Previous studies showed that N6‐methyladenosine (m^6^A), the most abundant chemical modification in eukaryotic RNAs, is implicated in HCC progression. Using liver‐specific conditional knockout mice, we found that the loss of METTL3, the core catalytic subunit of m^6^A methyltransferase, significantly promoted hepatic tumor initiation under various oncogenic challenges, contrary to the previously reported oncogenic role of METTL3 in liver cancer cell lines or xenograft models. Mechanistically, we hypothesized that METTL3 deficiency accelerated HCC initiation by inhibiting m^6^A deposition on *MANF* transcripts, impairing nuclear export and thus MANF protein levels, which led to insufficient endoplasmic reticulum (ER) stress response pathway activation. Our findings suggest a tumor‐suppressive role for METTL3 in the early stages of HCC, emphasizing the importance of understanding the dynamic role of epigenetic regulation in tumorigenesis and targeted therapy.

**Abbreviations**
ALT: alanine transaminase
AST: aspartate transaminase
DBIL: direct bilirubin
DEGs: differentially expressed genes
DEN: diethylnitrosamine
ER stress: endoplasmic reticulum stress
FBS: fetal bovine serum
GSEA: gene set enrichment analysis
H&E: hematoxylin–eosin
HCC: hepatocellular carcinoma
HTVI: hydrodynamic tail vein injection
IHC: immunohistochemistry
LDH: lactate dehydrogenase
m^6^A: N6‐methyladenosine
MANF: mesencephalic astrocyte‐derived neurotrophic factor
METTL14: methyltransferase 14
METTL3: methyltransferase 3
TBIL: total bilirubin
UPR: unfolded protein response
WTAP: Wilm's tumor 1‐associating protein

Hepatocellular carcinoma (HCC) is the most common type of primary liver cancer, accounting for approximately 75–85% of all cases [1]. The majority of HCC originates against a backdrop of chronic liver disease, including conditions such as viral hepatitis, alcoholic liver disease, and metabolic‐associated fatty liver disease [2, 3]. Under the persistent or repeated stimulus of inflammation and fibrosis, alterations in the hepatic genome, epigenomics, and gene expression patterns occur, gradually accumulating and ultimately leading to tumor formation [4, 5, 6]. Despite advances in medical and surgical interventions, HCC remains a substantial challenge worldwide due to its late diagnosis and rapid disease progression [7]. Most patients are diagnosed at advanced stages, making them ineligible for potentially curative treatments such as surgical resection [8]. This grim scenario underscores the urgent need for early diagnosis strategies and innovative therapeutic targets that can improve the overall outcomes of patients with HCC.

N6‐methyladenosine (m^6^A), the most abundant reversible modification found in eukaryotic mRNAs, regulates various aspects of RNA metabolism, including stability, nuclear export, alternative splicing, and translation, thereby influencing RNA fate and subsequent gene expression [9]. The dynamic regulation of m^6^A methylation is mediated by three key groups of proteins: methyltransferases (referred to as “writers”), demethylases (“erasers”), and m^6^A‐binding proteins (“readers”) [10]. Methyltransferase 3 (METTL3) is the key regulator of m^6^A methylation deposition, forming the “writer” complex with methyltransferase 14 (METTL14) and Wilm's tumor 1‐associating protein (WTAP) [11]. It has been shown that METTL3 is elevated in many cancer types (including liver cancer) and associated with poor prognosis [12]. However, previous research has explored the role of METTL3 mainly in established HCC using cancer cell lines or xenograft models, which could not fully recapitulate the early stages of malignant transformation [13]. This knowledge gap highlights the need to elucidate the function of METTL3 in early hepatocarcinogenesis.

Here, we dissected the role of METTL3 and its mediated m^6^A modification during the early phases of HCC development. By employing liver‐specific METTL3 inducible knockout mice, we explored how the loss of METTL3 influenced hepatocyte transformation and the onset of HCC. Our findings suggest that METTL3 and m^6^A modification play a tumor‐suppressive role in the early stages of HCC, challenging the existing paradigm of its function based on studies in established cancer models. This research could pave the way for novel diagnostic and therapeutic strategies targeting m^6^A modification pathways in early HCC.

## Materials and methods

### Human specimens

HCC and paired adjacent nontumor specimens used in this study were obtained from patients at the Third Affiliated Hospital of Sun Yat‐sen University. All specimens were embedded in paraffin for sectioning and subsequent immunohistochemical evaluation. This study was approved by the Human Ethics Committee of the Third Affiliated Hospital of Sun Yat‐sen University, with the ethics approval number RG2024‐207‐01. Written informed consent was secured from all patients involved in the study. The whole study conformed to the ethical guidelines of the 1975 Declaration of Helsinki.

### Mice

Control and hepatocyte‐specific METTL3 inducible knockout mice (*Mettl3* cKO) were generated and maintained as previously described [14]. Male mice at 6–8 weeks old were used for experiments. All mice were housed in a specific pathogen‐free facility under a 12‐h light/dark cycle with access to food and water *ad libitum*. Mice were anesthetized with a ketamine and xylazine mixture at the experimental endpoint, followed by liver portal vein perfusion and tissue collection for analysis. All experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of the Third Affiliated Hospital of Sun Yat‐sen University, with the ethics approval number IACUC‐F3‐22‐0220.

For hydrodynamic tail vein injection (HTVI) HCC model, the plasmid mix used in this experiment included 20 μg of pX330‐U6‐sgTP53‐CBh‐hsp‐cas9 (sg*P53*), 20 μg of pT3‐EF1a‐c‐MYC (c‐MYC), and 1.6 μg of pPGK‐SB13, all of which were kindly provided by SM. Zhuang [15]. The plasmid mixture was dissolved in 2 mL of saline solution and rapidly injected into the mouse tail vein within 7 s, as previously described [16]. Samples were collected at 3 or 5 weeks post injection.

For the diethylnitrosamine (DEN)‐induced liver cancer model, DEN (N0756; Sigma‐Aldrich, St. Louis, MO, USA) was prepared in saline at 2.5 mg·mL^−1^. Both control and *Mettl3* cKO mice received an intraperitoneal injection of DEN (10 μL·g^−1^) on Day 15 after birth. At 4 weeks old, mice were injected intraperitoneally with either Oil or Tam to induce hepatocyte‐specific knockout of METTL3. Tissue samples were harvested 9 months after DEN treatment.

### Biochemical analysis

Mice serum samples were collected by centrifuging at 3824 *g* for 10 min. The serum levels of aspartate transaminase (AST), alanine transaminase (ALT), lactate dehydrogenase (LDH), total bilirubin (TBIL), and direct bilirubin (DBIL) were detected using a Hitachi 7020 automatic biochemical analyzer (Hitachi, Tokyo, Japan).

### Western blot and immunohistochemistry

Western blot and immunohistochemistry (IHC) were conducted as previously described [17]. Quantification of the positive area of METTL3 and KI67 was performed with the tissuefaxs software (Tissue Gnostics, Vienna, Austria) using protocols that automatically detected the tissue and manually delineated the positive area by visual inspection. The antibodies are listed in Table S1.

### Real‐time quantitative reverse transcription PCR (RT‐qPCR)

RNA extraction, reverse transcription, and RT‐qPCR were performed as previously described [17]. The primers used are listed in Table S2.

### Aggresome detection

The misfolded and/or aggregated proteins were detected in frozen liver sections using the Proteostat Aggresome Detection Kit (ENZ‐51035; ENZO, New York, NY, USA) according to the manufacturer's instructions. In brief, frozen liver tissues were sliced into 8‐μm‐thick sections and permeabilized. Liver sections were blocked and incubated with the Aggresome Kit for 30 min, and cell nuclei were counterstained with Hoechst 33342 (C1022; Beyotime, Shanghai, China). Fluorescent images were captured using the laser confocal microscope (LSM 980; Zeiss, Oberkochen, Germany). Quantification of the aggresome was conducted with three random fields for each individual.

### RNA‐sequencing and m^6^A‐RIP sequencing

RNA‐sequencing was conducted by Berry Genomics (Beijing, China), and m^6^A‐RIP sequencing was conducted by Guangzhou Epibiotek Co., Ltd. (Guangzhou, China). In short, for RNA‐sequencing, total RNA was isolated from liver tissues of control and *Mettl3* cKO mice 3 weeks post‐HTVI induction (four samples per group). The sequencing reads were aligned to the mouse genome version mm10 using bowtie2 [18] and rsem [19], and differentially expressed genes (DEGs) were identified using deseq2 [20]. For m^6^A‐RIP sequencing, liver tissues were collected from 8‐week‐old control mice (two replicates), and mRNA was extracted, fragmented, and enriched by m^6^A antibody. The sequencing reads were aligned to the mouse genome version mm10 with hisat2 [21]. m^6^A peaks were identified and analyzed using the exomepeak r package [22]. RNA‐sequencing and m^6^A‐RIP sequencing data are available in the Gene Expression Omnibus (GEO) database under the accession numbers GSE289320 and GSE198511, respectively.

### Primary hepatocyte isolation

Mouse primary hepatocytes were isolated from mice aged 6–8 weeks by two‐step collagenase perfusion methods. In brief, mice were euthanized and perfused through portal vein cannulation by EGTA buffer (8000 mg·L^−1^ NaCl, 400 mg·L^−1^ KCl, 76.67 mg·L^−1^ NaH_2_PO_4_, 120.45 mg·L^−1^ Na_2_HPO_4_, 2380 mg·L^−1^ HEPES, 350 mg·L^−1^ NaHCO_3_, 190 mg·L^−1^ EGTA, and 900 mg·L^−1^ Glucose, pH 7.35–7.4) at a pump rate of 8 mL·min^−1^ for 3 min, followed by enzyme buffer containing 100 U·mL^−1^ collagenase IV (C5138; Sigma‐Aldrich, St. Louis, MO, USA) at the same pump rate for another 8 min. The EGTA buffer and enzyme buffer were prewarmed in a water bath at 42 °C. The cell suspension was then filtered through a 70 μm cell strainer (251200; Sorfa, ZJ, China). The filtered cells were collected by centrifugation at 50 ***g*** for 1 min at 4 °C. After centrifugation, the cells were resuspended in DMEM‐high glucose medium (C11995500BT; Thermo Scientific, Waltham, MA, USA) supplemented with 10% fetal bovine serum (FBS) (P30‐3302; PAN, Aidenbach, Germany) and 1% penicillin/streptomycin (KGY0023; KeyGEN Biotech, JS, China) and seeded in Type I Collagen (354236; Corning, NY, USA) precoated culture plates. The cell viability was measured by the trypan blue exclusion assay. Two hours post‐seeding, the medium was replaced to remove unattached cells. An additional 4 hours later, the culture medium was further replaced with William's E Medium (12551032; Gibco, Grand Island, NY, USA) with 1% penicillin/streptomycin for further treatment.

### mRNA stability of mouse primary hepatocytes

Primary hepatocytes were isolated from control and *Mettl3* cKO mice as previously described [17] and allowed to adhere for 6 hours before adding 5 μg·mL^−1^ actinomycin D (A1410; Sigma‐Aldrich, St. Louis, MO, USA). Samples were collected at indicated time points post‐treatment, followed by the extraction of cellular RNA for RT‐qPCR analysis.

### m^6^A‐RIP qPCR

m^6^A‐RIP qPCR was performed using mouse liver tissues 3 weeks after HTVI induction as previously described [23]. Total RNA was extracted, and Poly (A) mRNAs were purified using the GenEluteTM mRNA Miniprep Kit (MRN10; Sigma‐Aldrich, St. Louis, MO, USA). The mRNA was fragmented and incubated with anti‐m^6^A antibody or mouse IgG (as negative control) for 2 hours at 4 °C. Protein A and Protein G beads were added to the mixture and incubated for another 2 hours at 4 °C. RNase inhibitor (N2611; Promega, Madison, WI, USA) was added throughout the entire process. The mRNA was eluted and extracted using the phenol–chloroform method. The precipitated mRNAs were reverse transcribed, and their enrichment was determined by RT‐qPCR. Primers used for m^6^A‐RIP qPCR are listed in Table S3.

### Statistical analysis

Results are expressed as mean ± standard error of the mean (SEM). The Student's *t*‐test was used to compare the two groups of data. A one‐way analysis of variance followed by Dunnett's test was used to compare data from three or more groups. *P* < 0.05 was considered statistically significant.

## Results

### METTL3 is upregulated in HCC and is associated with poor prognosis

To investigate the role of METTL3 in HCC, we initially analyzed the expression profile of METTL3 in HCC and control liver tissues from data in the Cancer Genome Atlas (TCGA) database and The Human Protein Atlas (HPA) database (tandem mass tag (TMT) mass spectrometry data of paired tumor and adjacent nontumor liver tissues originally from the CPTAC dataset [24]). The results revealed a significant increase in both mRNA and protein levels of METTL3 in HCC tissues compared with adjacent nontumor tissues (Fig. 1A,B). Kaplan–Meier survival analysis showed that HCC patients with higher METTL3 expression exhibited poorer overall survival (Fig. 1C). Additionally, analysis of publicly available GEO datasets (GSE114564) confirmed the upregulation of METTL3 in advanced HCC tumor tissues compared with healthy human livers and early HCC tissues (Fig. 1D). Similarly, analysis of another two GEO datasets of tumor and paired nontumor samples (GSE14520 and GSE39791) also showed that METTL3 expression was significantly higher in HCC tumor tissues than in adjacent nontumor tissues (Fig. 1E,F). Immunohistochemistry staining (IHC) for patient liver specimens further confirmed the markedly higher METTL3 expression in tumor tissues than matched nontumor tissues (Fig. 1G). We also tested the METTL3 expression in a mouse spontaneous HCC model induced by HTVI of the Sleeping Beauty transposon system expressing the oncogene c‐MYC and vectors expressing Cas9 and single‐guide RNA targeting P53 (sg*P53*) [16]. Consistent with the pattern in HCC patients, IHC staining and western blot both showed a dramatic increase in METTL3 protein in liver tissues from tumor‐inducing mice relative to those from controls, with higher levels in tumor regions than in adjacent nontumor regions (Fig. S1A–C). Collectively, these data showed that METTL3 was upregulated during HCC progression and associated with poor prognosis, consistent with previous studies [25].

**Fig. 1:**
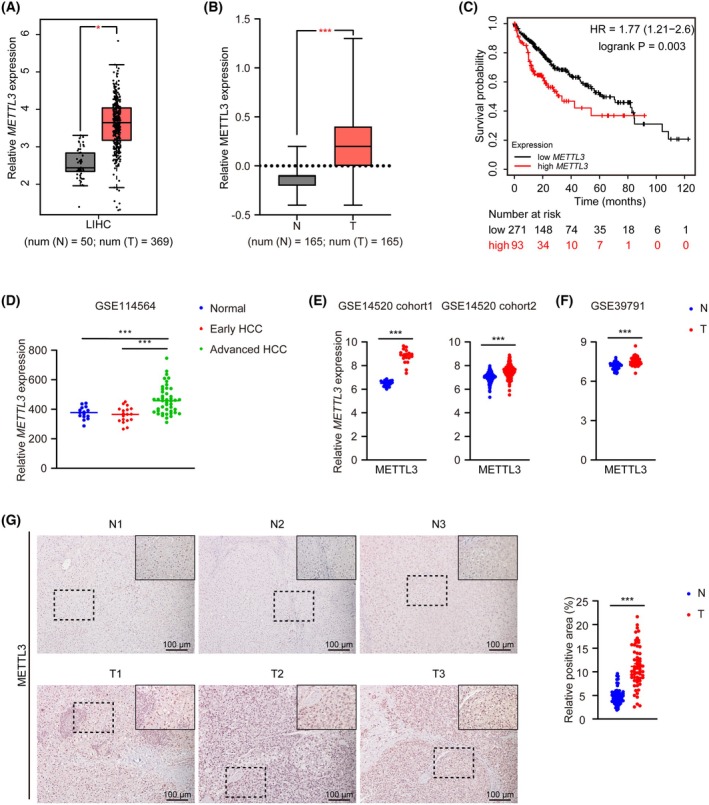
METTL3 is upregulated in HCC and associated with poor prognosis. (A) The mRNA expression level of *METTL3* in liver cancer and adjacent normal tissues from the TCGA database analyzed by GEPIA (http://gepia.cancer‐pku.cn/). N, adjacent nontumor tissue; T, tumor (also hereafter in similar experiments) (*n* (N) = 50; *n* (T) = 369). (B) The protein expression level of METTL3 in liver cancer and paired adjacent normal tissues. Data were retrieved from The Human Protein Atlas (HPA) database (*n* (N) = 165; *n* (T) = 165). (C) Correlation between METTL3 expression level and overall survival rates of liver cancer patients in the TCGA database (*n* (high) = 93; *n* (low) = 271). (D) mRNA expression of *METTL3* in normal, early HCC, and advanced HCC liver tissues (data were retrieved from GSE114564) (*n* = 15 for normal group; *n* = 18 for early HCC group; *n* = 45 for advanced HCC group). (E, F) mRNA expression profile of *METTL3* in tumor and paired nontumor tissues in GSE14520 (E) (*n* = 19/group for cohort 1; *n* = 214/group for cohort 2) and GSE39791 (F) (*n* = 72/group). (G) Representative brightfield images (left) and quantification (right) of immunohistochemical staining for METTL3 in tumor tissues and paired adjacent nontumor tissues from HCC patients (*n* = 12/group). Cell nuclei were counterstained with hematoxylin (also hereafter in similar experiments). Scale bar = 100 μm. The quantification was conducted with 5 random fields (10*) for each sample. Data in (A), (B), and (D–G) are reported as the mean ± SEM with the indicated significance (*P < 0.05, ***P < 0.001. Student's *t*‐test).

### Hepatocyte‐specific knockout of METTL3 accelerates tumorigenesis in different hepatocarcinogenesis models

To further explore the impact of METTL3 and its mediated m^6^A modification on hepatocarcinogenesis, we subjected the transgenic mice we generated previously [14], in which METTL3 could be inducibly deleted in hepatocytes via tamoxifen treatment, to HCC induction by various oncogenic challenges (Fig. S2A). RT‐qPCR and western blot confirmed efficient ablation of METTL3 in tamoxifen‐treated mice (*Mettl3* cKO) compared with the control mice (Fig. S2B–E). First, we subjected the control and *Mettl3* cKO mice to the c‐MYC/sg*P53* HTVI‐induced HCC model, and samples were collected 3 weeks or 5 weeks post‐HTVI (Fig. 2A,F). *Mettl3* cKO mice presented more significant liver damage 3 weeks after HTVI, evidenced by gross liver images (Fig. 2B), increased liver‐to‐body weight ratio (Fig. 2C), and elevated levels of AST, ALT, and LDH compared to mice in the control group (Fig. 2D). Histological analysis also showed that *Mettl3* cKO mice exhibited more tumor‐like nodules and cells with abnormal nuclear morphology (Fig. 2E). Consistently, at 5 weeks post‐HTVI, the livers of the *Mettl3* cKO group exhibited more notable tumor development (with increased surface tumor number and increased maximum surface tumor diameter) and significantly increased liver‐to‐body weight ratio (Fig. 2G–J), as well as dramatic increases in AST, ALT, TBIL, and DBIL levels (Fig. 2K). The results of hematoxylin–eosin (H&E) and KI67 IHC staining also indicated that hepatocyte‐specific knockout of METTL3 accelerated tumorigenesis (Fig. 2L,M). Moreover, we evaluated the tumor burden through microscopic analysis with H&E staining and found that *Mettl3* cKO mice had a substantially greater number of tumors (Fig. 2N) and larger relative tumor areas (Fig. 2O) compared with the control group. Notably, all *Mettl3* cKO mice succumbed within 42 days post‐HTVI, while the control mice survived much longer (Fig. 2P). These results indicate that hepatic‐specific knockout of METTL3 accelerates tumorigenesis in the c‐MYC/sg*P53* HTVI‐induced HCC model.

**Fig. 2:**
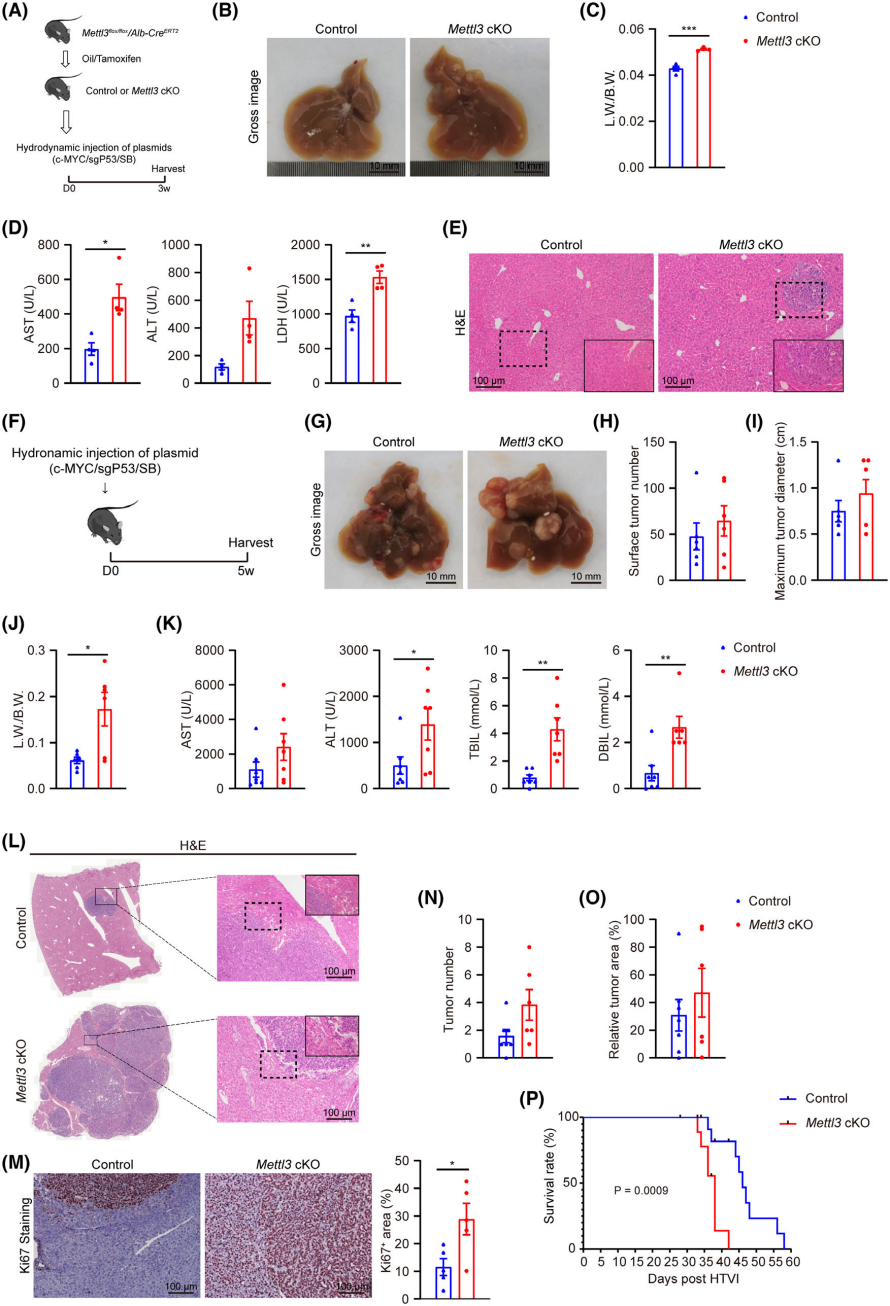
Hepatocyte‐specific knockout of METTL3 accelerates HTVI‐induced hepatocarcinogenesis. (A) Schematic diagram of experimental design. (B) Representative gross images of livers from mice in indicated groups 3 weeks after HTVI (*n* = 4/group). Scale bar = 10 mm. (C) Liver weight/body weight (L.W./B.W.) ratio of mice in indicated groups 3 weeks after HTVI (*n* = 4/group). (D) Serum levels of AST, ALT, and LDH of Control and *Mettl3* cKO mice 3 weeks after HTVI (*n* = 4/group). (E) Representative photographs of H&E staining for liver tissues from Control and *Mettl3* cKO mice 3 weeks after HTVI. Scale bar = 100 μm. (F) Schematic diagram of experimental design. (G–M) Representative gross images of livers (G), surface tumor number (H), maximum surface tumor diameter (I), liver weight/body weight ratio (J), serum levels of AST, ALT, TBIL, and DBIL (K), representative photographs of liver tissue H&E staining (L), and representative photographs and quantification of immunohistochemical staining for KI67 of liver tissues (M) from Control and *Mettl3* cKO mice 5 weeks after HTVI treatment (Control: *n* = 7; *Mettl3* cKO: *n* = 6). Scale bar = 10 mm in (G) and 100 μm in (L) and (M). (N, O) Quantification of tumor number (N) and relative tumor area (O) in H&E staining of liver tissues from Control and *Mettl3* cKO mice 5 weeks after HTVI (Control: *n* = 7; *Mettl3* cKO: *n* = 6). (P) Survival curve of HTVI‐treated mice in indicated groups (Control: *n* = 9; *Mettl3* cKO: *n* = 8). The *P*‐value is for the Long‐rank test. Data in (C), (D), (H–K), and (M–O) are reported as the mean ± SEM with the indicated significance (*P < 0.05, **P < 0.01, ***P < 0.001. Student's *t*‐test).

Then, we used another commonly used spontaneous HCC model, the DEN‐induced hepatocarcinogenesis model, to confirm the protumorigenesis role of METTL3 in HCC development (Fig. S3A). DEN is a potent chemical carcinogen with a strong affinity for the liver, which induces liver cancer by altering the DNA structure within the liver, forming alkyl‐DNA adducts, and inducing chromosomal aberrations and micronuclei [26]. At the age of 9 months, compared with the control mice treated with DEN, DEN‐treated *Mettl3* cKO mice displayed increased tumor nodules and aggravated changes in liver gross appearance, alongside increases in liver‐to‐body weight ratio and larger maximum surface tumor size (Fig. S3B–E). Serum levels of AST, ALT, and LDH also showed an increasing liver injury index in *Mettl3* cKO mice treated with DEN (Fig. S3F), corroborated by histological examination and KI67 IHC staining analysis (Fig. S3G,H).

It is well‐known that the majority of HCC develops on the foundation of liver fibrosis/cirrhosis [27], and the underlying fibrosis/cirrhosis creates a unique microenvironment (TME) contributing to the initiation, progression, and therapeutic response of HCC [28]. Thus, we also performed Picro Sirius Red (PSR) staining analysis in both mouse models to quantify the fibrosis stage. As expected, significantly enhanced collagen deposition was observed in the peritumoral tissues of *Mettl3* cKO mice compared with controls in both models (Fig. S4A,B). These findings in two independent hepatocarcinogenesis models consistently indicate that the loss of METTL3 in hepatocytes accelerates liver tumorigenesis.

### Hepatic METTL3 deletion inhibits the ER stress response during hepatocarcinogenesis

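RNA from liver tissue of 8 mice, collected 3 weeks after hydrodynamic tail vein injection (HTVI), was sequenced as 4 libraries labelled Control and 4 labelled Mettl3 cKO, with 1 library per mouse. The sample labels call the controls wild-type, while Fig. S2A shows controls given oil, and which of these were sequenced is not settled. The authors aligned the reads to the mouse genome version mm10 with bowtie2 and quantified them with RSEM, which estimates the number of reads from each gene and divides reads that match several genes between them. They deposited whole-number counts for 27729 Ensembl genes, without scaling between libraries. RSEM estimates need not be whole, so the counts were read as rounded estimates. Total counts ranged from 16981610 to 20902901 in the Control group (median 17460970) and from 15736476 to 22324337 in the Mettl3 cKO group (median 20326869). Libraries were scaled by edgeR's TMM method, and normalized counts are counts after this scaling. The 12778 genes with a mean of at least 10 counts over the 8 libraries were compared between groups with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over these genes. Genes with an adjusted p under 0.1 and a fold change of at least 1.5 in either direction, the criteria given in the paper, were called differentially expressed. Mettl3 (ENSMUSG00000022160), the gene deleted in hepatocytes of the Mettl3 cKO mice, lies on chromosome 14 of GRCm38 from 52294841 to 52305128 on the minus strand. Its normalized counts were 138, 183, 150 and 172 in the libraries Control 1 to 4, and 173, 154, 171 and 141 in the libraries labelled Mettl3 cKO 1 to 4. The means were 161 ± 20.5 (SD, n = 4) and 160 ± 15.2 (SD, n = 4), a log2 fold change of −0.01 (standard error 0.14, adjusted p = 0.965 from edgeR's quasi-likelihood test; two-sided exact permutation test, p = 0.971). With each library left out in turn, the log2 fold change lay between −0.08 and 0.06. It was −0.18 with quantile normalization, and with scaling by library totals in place of TMM, an alternative added after the data were examined, it was 0.28. A count over the whole gene does not show from which exons the reads came. The end of Mettl3 also overlaps that of Tox4 on the other strand, from 52279146 to 52296401, and the strandedness of the counting is not stated, so reads in the overlap are uncertain. The Mettl3 count therefore gives no check of the labels, and each direction between the groups rests on them.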

To further explore the molecular mechanisms underlying the tumor‐suppressive effects of METTL3 in hepatocarcinogenesis, we conducted RNA‐sequencing on liver tissues from two groups of mice 3 weeks post‐HTVI (four individuals per group) (Fig. S5A). RNA‐sequencing data revealed significant alterations in the transcriptome between the control and *Mettl3* cKO groups. 

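On the first principal component of the log2 normalized counts, which held 49.0% of the variance, the Control libraries lay between −45.3 and −32.4 and the libraries labelled Mettl3 cKO between 21.2 and 47.5. The library labelled Mettl3 cKO 4 lay nearest to the Control libraries. The second component held 13.5% of the variance and separated Control 1 and Control 2 (23.0 and 29.5) from Control 3 and Control 4 (−29.2 and −24.2). Of the genes tested, 5243 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. In 3800 genes, 29.7% of those tested, all 4 libraries labelled Mettl3 cKO lay on one side of all 4 Control libraries, where chance gives 2.86%. The Mup genes, which encode major urinary proteins secreted by the liver, took 7.37% to 13.8% of all counts in the Control libraries and 1.62% to 4.02% in the libraries labelled Mettl3 cKO.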

There are 1968 differentially expressed genes in the *Mettl3* cKO group compared with the control group, with the criteria of |fold change| ≥ 1.5 and *P_adj_* < 0.1, with 1252 genes upregulated and 716 genes downregulated. 

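By these criteria, 2381 genes (18.6% of those tested) were called differentially expressed genes with edgeR's quasi-likelihood test, of which 1568 had higher and 813 had lower counts in the libraries labelled Mettl3 cKO. In 1821 of the called genes the counts of the groups did not overlap. The split between directions moved most with scaling by library totals, added after the data were examined, which gave 3136 genes higher and 351 genes lower in Mettl3 cKO. DESeq2, the tool the paper names for this step, gave 1529 genes higher and 902 lower on the same 12778 genes. Over the 8 fits that each left out 1 library, the number of differentially expressed genes ranged from 1980 without Mettl3 cKO 3 to 2546 without Mettl3 cKO 4.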

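Gene lists compiled by hand before the data were examined were tested with camera, which compares the genes of a list with all other genes tested and here assumed an inter-gene correlation of 0.01. The p-values were adjusted over 28 lists, and a list was called at an adjusted p under 0.05. The published hallmark collection was not used here. Of 28 G2M checkpoint and proliferation genes, 13 were called higher and 0 lower in the libraries labelled Mettl3 cKO, with a median log2 fold change of 1.10 (camera adjusted p = 7.6e-05), which was 0.72 without Mettl3 cKO 4. Of 54 MYC target genes, 10 were called higher and 0 lower, with a median log2 fold change of 0.17 (camera adjusted p = 0.0361), and this list lost its call in 4 of the 8 fits that each left out 1 library, with a median of 0.11 without Mettl3 cKO 2. The 37 mitotic spindle genes had 7 genes called higher and 2 lower, a median of 0.29, which was 0.07 without Mettl3 cKO 3, and a camera adjusted p of 0.508, so this list was not called. The 16 glycolysis genes had 2 called higher and 1 lower, a median of 0.28, which was 0.19 without Mettl3 cKO 2, and a camera adjusted p of 0.437, and were not called either, although quantile normalization of the log2 counts gave a median of 0.45 and a call. With fry, which allows for correlation between genes, the adjusted p was 0.0357 for the G2M list and 0.0804 for the MYC targets. With a correlation estimated for each list, camera called neither of these lists. Of the 35 ways to split the 8 libraries into 4 and 4, 15 gave a camera p as small for the G2M list and 14 for the MYC targets, the real split included. The mean log2 deviation of a list in each library did not overlap between the groups for the G2M, MYC and glycolysis lists (exact two-sided permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow, and 0.089 after adjustment over the 28 lists). Single genes varied more, with log2 fold changes of 0.33 for Mki67 (standard error 0.44, adjusted p = 0.603) and 0.22 for Myc (standard error 0.53, adjusted p = 0.784) in edgeR's quasi-likelihood test. Each of them reversed direction without Mettl3 cKO 4. Myc also reversed without Control 3 (−0.05) or without Control 4 (−0.04), and Mki67 with quantile normalization (−0.13).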

Gene Set Enrichment Analysis (GSEA) showed that MYC targets, mitotic spindle, G2M checkpoint, and glycolysis, all of which are hallmarks of cancer cells [29, 30, 31, 32], were significantly activated in the *Mettl3* cKO group (Fig. 3A), confirming accelerated tumorigenesis after hepatic METTL3 knockout. Interestingly, unfolded protein response (UPR) was the most significantly suppressed pathway within the *Mettl3* cKO group (Fig. 3A). 

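Of 49 genes on a list of the UPR, 23 were called lower and 0 higher in the libraries labelled Mettl3 cKO, and 23 lower and 1 higher when adjusted over the list alone. The median log2 fold change was −0.56 (camera adjusted p = 1.17e-10). The mean log2 deviation of the list lay between 0.002 and 0.46 in the Control libraries, lowest in Control 1, and between −0.45 and −0.20 in the libraries labelled Mettl3 cKO (two-sided exact permutation test, p = 0.0286, adjusted 0.089). A list of 45 genes of ER-to-Golgi transport had the smallest camera adjusted p of the 28 lists, 8.22e-14, with a median log2 fold change of −0.51, and 14 genes called lower and 0 higher, both over all genes tested and adjusted over the list alone. Under fry the adjusted p was 0.0211 for the UPR list and 0.00367 for the transport list, and with a correlation estimated for each list both were 0.589. In 4 of the 35 splits of the libraries the camera p of the UPR list was as small as in the real split, and in 2 for the transport list, but no other split called a gene of either list. Hspa5, which encodes the ER chaperone BiP, had 23298 ± 3579 normalized counts (SD, n = 4) in the Control libraries and 23791 ± 2241 (SD, n = 4) in the libraries labelled Mettl3 cKO, a log2 fold change of 0.03 (standard error 0.14, adjusted p = 0.890 from edgeR's quasi-likelihood test), and its direction reversed without Control 1 or without Mettl3 cKO 2.

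**Figure D1:**
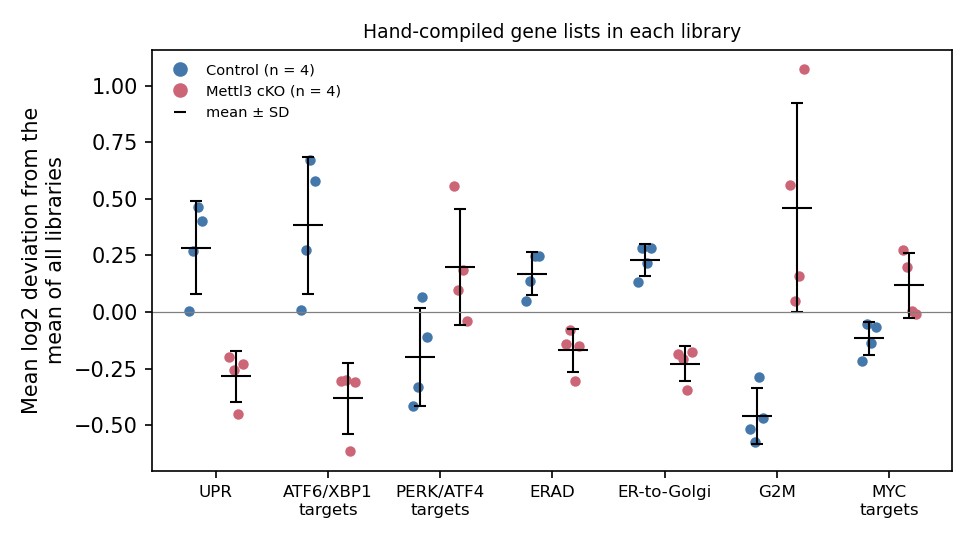
Mean log2 deviation of each hand-compiled gene list from its mean over the 8 libraries, for 4 Control libraries and 4 libraries labelled Mettl3 cKO, with points for libraries and bars for the mean and SD. The UPR values of the libraries labelled Mettl3 cKO sit between −0.45 and −0.20, all below the Control libraries, while those of the PERK and ATF4 targets overlap between groups.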

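A list of 39 ERAD genes had 13 called lower and 2 higher in the libraries labelled Mettl3 cKO, counts that did not change when adjusted over the list alone, with a median log2 fold change of −0.30 (camera adjusted p = 1.3e-04, and 0.0211 under fry). Targets of the UPR branches were tested as separate lists. Of 22 targets of ATF6 and XBP1, 13 were called lower and 0 higher, with a median of −0.74 (camera adjusted p = 6.0e-08, and 0.0366 under fry). Of 24 targets of PERK and ATF4, 2 were called lower and 7 higher, with a median of 0.14 (camera adjusted p = 0.533), which was 0.01 without Control 1 and −0.03 when only genes with a mean of at least 50 counts were kept. The medians of these branches differed by −0.88 on the log2 scale (permutation test over genes with 100000 permutations, p = 6e-05; genes are not independent replicates). A camera p as small as in the real split came from 5 of the 35 splits for the ERAD list and from 6 for the ATF6 and XBP1 targets, and neither call held with an estimated correlation. In fgsea, a gene set enrichment test that permutes genes ranked by log2 fold change, normalized enrichment scores were −2.66 for the UPR list (adjusted p = 5.6e-08), −2.44 for the ATF6 and XBP1 targets (adjusted p = 3.1e-06), −2.01 for ERAD (adjusted p = 4.6e-04) and 1.59 for the PERK and ATF4 targets (adjusted p = 0.0566). Gene ontology terms were not used here.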

GSEA analysis using gene ontology (GO) of biologic process terms as background also showed significant suppression of endoplasmic reticulum stress (ER stress) response‐related pathways, including unfolded protein response, response to the endoplasmic reticulum, and ER‐associated protein degradation (ERAD) pathway (11 related terms among top 20 enriched terms, Fig. 3B). 

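The share of each list among the 813 genes called lower was compared with that among all 12778 genes tested, of which 6.36% were called lower in the libraries labelled Mettl3 cKO. The share was 46.9% of the UPR list, 59.1% of the ATF6 and XBP1 targets, 33.3% of the ERAD list, 31.1% of the ER-to-Golgi transport list and 8.33% of the PERK and ATF4 targets. One-sided Fisher's exact tests, adjusted over these 5 lists, gave p = 1.35e-14 for the UPR list, 1.86e-10 for the ATF6 and XBP1 targets, 5.5e-07 for both the ERAD and the transport lists, and 0.457 for the PERK and ATF4 targets. These tests treat genes as independent, and the lists share genes.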

GO enrichment by either clusterprofiler [33] or metascape [34] and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment of downregulated genes further validated inhibition of ER stress‐related pathways in the *Mettl3* cKO group (Fig. S5B–D). 

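The 61 genes drawn in Fig. 3C were followed over all 8 libraries. All 61 were called lower in the libraries labelled Mettl3 cKO with edgeR's quasi-likelihood test, and 61 also when adjusted over the list alone. Neither set of calls is independent evidence, because the genes were chosen on these libraries. The median log2 fold change was −0.81, and single genes ranged from −0.61 to −3.56, the last for Derl3 (adjusted p = 5.5e-04), which encodes a protein of the ERAD machinery. On the hand-compiled UPR list, 20 genes were among the 61. A fold change of at least 2 leaves 12 of them by construction. Quantile normalization called 51 lower, and leaving out Control 4 and Mettl3 cKO 3 called 48, the fewest of the other alternatives set before the data were examined. Scaling by library totals, added later, called 21. Without Control 2, 55 of the Fig. 3C genes were called lower, the fewest over the fits that each left out 1 library.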

Among the 1968 DEGs, 61 genes related to ER stress were significantly downregulated in the *Mettl3* cKO group (Fig. 3C). These results suggest that pathways related to the response to ER stress are significantly inhibited in the early stage of hepatocarcinogenesis of *Mettl3* cKO mice.

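The mean log2 deviation of the 61 genes was 0.29, 0.44, 0.52 and 0.55 in Control 1 to 4, and −0.42, −0.44, −0.63 and −0.31 in the libraries labelled Mettl3 cKO 1 to 4 (two-sided exact permutation test on genes chosen from these libraries, p = 0.0286). Group means were 0.45 ± 0.12 (SD, n = 4) and −0.45 ± 0.13 (SD, n = 4). From the gene set enrichment results, the enrichment of the downregulated genes and the 61 genes, the paper proposes that the response to ER stress is inhibited early in the hepatocarcinogenesis of Mettl3 cKO mice.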

**Fig. 3:**
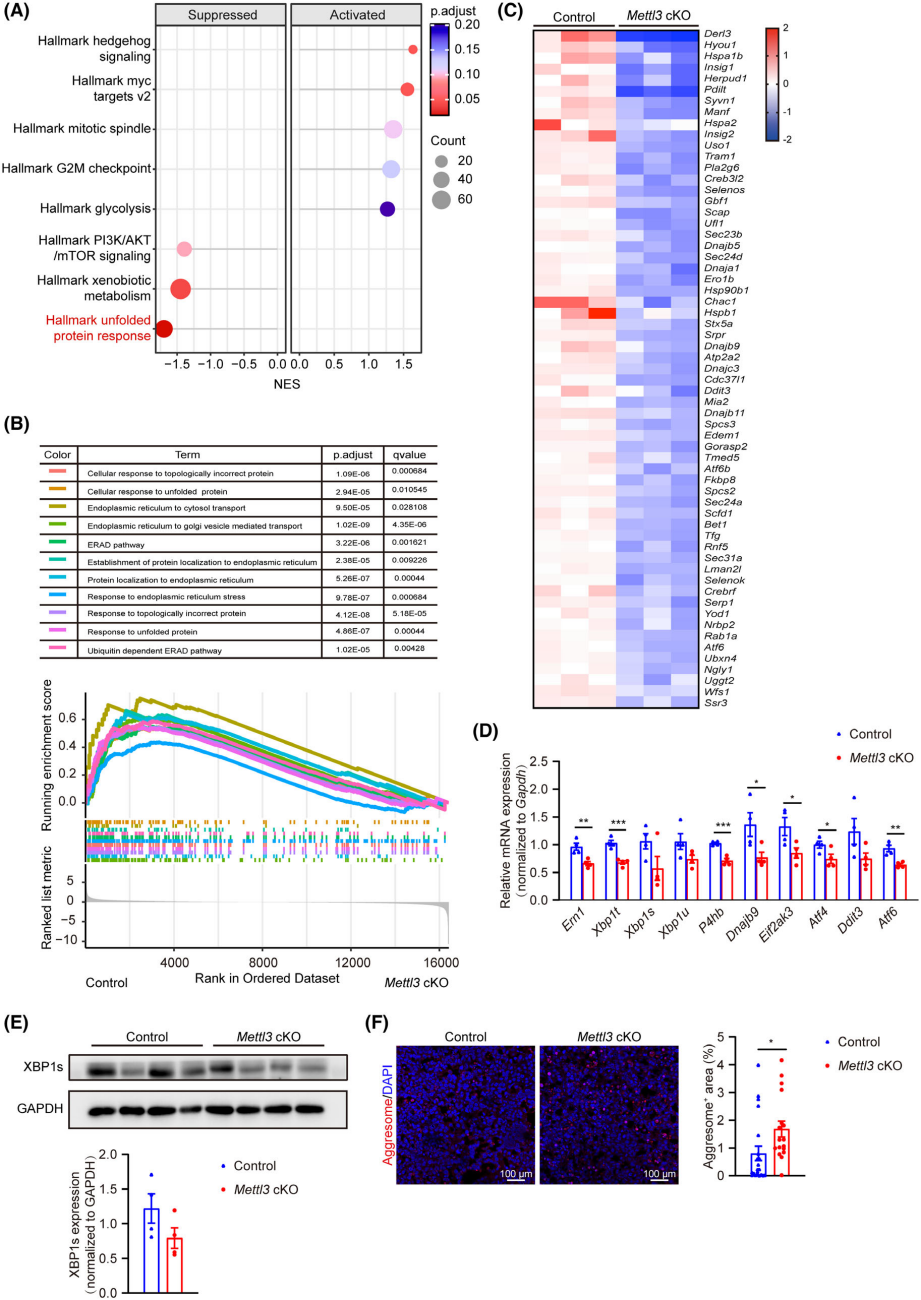
Hepatic METTL3 deletion inhibits ER stress response during hepatocarcinogenesis. (A) Dotplot of GSEA results showing inhibition of ER stress‐related pathways and activation of oncogenic pathways in the *Mettl3* cKO group versus the Control group in RNA‐sequencing data. (B) GSEA plot showing inhibition of ER stress‐related pathways in the *Mettl3* cKO group versus the Control group in RNA‐sequencing data. (C) Heatmap showing expression of genes related to the ER stress response in the Control and *Mettl3* cKO groups from RNA‐sequencing data. (D) RT‐qPCR for key genes in ER stress‐related pathways in liver tissues from Control and *Mettl3* cKO mice 3 weeks after HTVI (*n* = 4/group). *Gapdh* was used as the internal control (also hereafter in similar experiments). (E) Representative western blot and quantification for XBP1s in liver tissues from Control and *Mettl3* cKO mice 3 weeks after HTVI (*n* = 4/group). GAPDH was used as the loading control (also hereafter in similar experiments). (F) Representative fluorescent photographs and quantification of immunofluorescence staining for the aggresome in liver tissues from Control and *Mettl3* cKO mice 5 weeks after HTVI (Control: *n* = 7; *Mettl3* cKO: *n* = 6). Cell nuclei were counterstained with DAPI. The quantification was conducted with three random fields (20*) for each sample. Scale bar = 100 μm. Data in (D–F) are reported as the mean ± SEM with the indicated significance (*P < 0.05, **P < 0.01, ***P < 0.001. Student's test).

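The heatmap draws 3 columns per group, and its colours were compared with the counts of the 4 libraries of each group over 24 orders of columns. The best match was Control 2, Control 3 and Control 4 (correlation over 61 genes and 3 columns 0.962, next best 0.742) and the libraries labelled Mettl3 cKO 1, Mettl3 cKO 2 and Mettl3 cKO 3 (0.862, next best 0.658). Control 1 and Mettl3 cKO 4 were not drawn. They had the values nearest to the other group, 0.29 and −0.31 as the mean log2 deviation of these genes. In the 6 drawn libraries alone, 59 of the 61 genes were called lower with edgeR's quasi-likelihood test, with a median log2 fold change of −0.90. The other 2 were Hspa2 (log2 fold change −1.12, standard error 0.51, adjusted p = 0.143) and Uggt2 (−0.56, standard error 0.34, adjusted p = 0.262), named after their values were seen.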

ER stress refers to a condition where unfolded or misfolded proteins abnormally accumulate in the ER lumen. It could be caused by increased protein secretion, disrupted ER protein folding, or cellular perturbations, such as lipotoxicity. In response to ER stress, cells either evoke the UPR‐related pathways to orchestrate a series of adaptive mechanisms (including reducing the rate of protein synthesis and translocation into the ER, transactivating ER chaperones and ER secretory genes to facilitate more efficient protein folding, and increasing protein trafficking and elimination of misfolded proteins by autophagy and ERAD pathways) to restore protein folding fidelity and ER homeostasis (“adaptive UPR”), or, conversely, provoke a cell death program when ER stress is overwhelmed and persistent (“maladaptive UPR”) [35, 36]. Evidence showed that ER stress and UPR are activated in HCC development [37, 38]. Moreover, inducing ER stress and UPR may serve as an effective strategy to eliminate transformed cells and thus inhibit tumor progression through UPR‐dependent cell death in HCC [37, 38, 39, 40]. Thus, we did RT‐qPCR to further confirm the expression changes of the three downstream branches of the UPR and ER stress process, including IRE1α, PERK, and ATF6 pathways [41]. 

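In the RNA-sequencing counts of the same tissue and time point, 3 of the 8 genes measured by RT-qPCR in Fig. 3D were called lower in the libraries labelled Mettl3 cKO with edgeR's quasi-likelihood test, and 3 when adjusted over the list alone. Ddit3, which encodes CHOP, had 173 ± 50.1 normalized counts (SD, n = 4) in the Control libraries and 93.1 ± 30.1 (SD, n = 4) in the libraries labelled Mettl3 cKO, a log2 fold change of −0.89 (standard error 0.28, adjusted p = 0.0376). Dnajb9 and Atf6 were the others called lower. These 3 are among the genes of Fig. 3C, which were chosen on these libraries, so their calls are not independent evidence. Xbp1 fell by less than 1.5-fold, with a log2 fold change of −0.42 (standard error 0.11, adjusted p = 0.0167). Eif2ak3, which encodes PERK, had a log2 fold change of −0.56 (standard error 0.22, adjusted p = 0.0866) and was called with quantile normalization or without any of Control 1, Control 2, Mettl3 cKO 1 or Mettl3 cKO 4. Atf4 had a log2 fold change of −0.34 (standard error 0.14, adjusted p = 0.0839). Xbp1, Eif2ak3 and Atf4 were thus lower at an adjusted p under 0.1 in edgeR's quasi-likelihood test. Only a fall of less than 1.5-fold kept these genes from a call there. The paper states no smallest fold change for its RT-qPCR comparisons. P4hb, at −0.27 (standard error 0.15, adjusted p = 0.194), and Ern1, which encodes IRE1α, at 0.17 (standard error 0.15, adjusted p = 0.416), were not called under any alternative run for these genes, and P4hb was at 0.09 with quantile normalization. Their size depended on single libraries. Ern1 ranged from 0.06 without Control 1 to 0.30 without Control 3, and P4hb from −0.39 without Mettl3 cKO 2 to −0.16 without Mettl3 cKO 3. The counts do not separate the spliced from the unspliced form of Xbp1. In an exact rank-sum test of each gene, 1 of the 8 was called.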

The results revealed that the expression of key ER stress response‐related genes was significantly downregulated in liver tissues from the *Mettl3* cKO mice 3 weeks post‐HTVI treatment (Fig. 3D), consistent with RNA sequencing data. Moreover, the protein level of the spliced form of XBP1 (XBP1s), an active transcription factor that plays a vital role in the UPR, was also reduced in liver tissues from HTVI‐treated *Mettl3* cKO mice (Fig. 3E). To further validate the conclusion that UPR pathways were inhibited in METTL3 knockout conditions, we detected the protein aggresomes (inclusion bodies of aggregated, misfolded proteins formed in response to cellular stress) [42] in liver tissues of control and *Mettl3* cKO mice with HTVI‐induced HCC. The results revealed an apparent increase in the presence of protein aggregates in the liver tissues of *Mettl3* cKO mice (Fig. 3F), supporting our speculation that UPR was markedly suppressed in the *Mettl3* cKO group. These results suggested that the loss of METTL3 expression promotes hepatocarcinogenesis by suppressing UPR‐associated gene expression during HCC development.

### METTL3 deficiency inhibited UPR during hepatocarcinogenesis by inhibiting the nuclear export and expression of MANF in an m^6^A‐dependent way

Next, we conducted m^6^A‐RIP‐sequencing (meRIP‐seq) to identify potential direct targets of METTL3‐mediated m^6^A in adult mouse liver tissues. We found 920 coding genes with significant m^6^A peaks in mouse livers (Fig. 4A). As previously reported [43], m^6^A modification was significantly enriched near the stop codon (Fig. S6A,B). Subsequently, we overlapped differentially expressed genes between mouse liver tissues from the control and *Mettl3* cKO mice 3 weeks after HTVI (1968 genes), ER stress pathway‐enriched genes (61 genes, Fig. 3C), and m^6^A modified genes in adult mouse liver tissues (920 genes) (Fig. 4A). 

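The RNA-sequencing side of this overlap was recomputed for the genes named in Fig. 4B, while the m6A peaks were not analysed here. All 6 genes, Manf, Insig2, Hsp90b1, Dnajb9, Sec31a and Atf6, were called lower in the libraries labelled Mettl3 cKO with edgeR's quasi-likelihood test, over all genes tested and adjusted over the list alone. The Fig. 4B genes were chosen as lower on these libraries, so neither set of calls is independent evidence. Sec31a fell from 3129 ± 192.1 to 1974 ± 116 normalized counts (SD, n = 4 each), a log2 fold change of −0.66 (standard error 0.08, adjusted p = 6.2e-04). Hsp90b1 fell from 16491 ± 2277 to 9296 ± 723 (SD, n = 4 each), a log2 fold change of −0.83 (standard error 0.12, adjusted p = 0.00136). For Atf6 the log2 fold change was −0.64 (standard error 0.11, adjusted p = 0.00254), for Dnajb9 −0.86 (standard error 0.23, adjusted p = 0.0189) and for Insig2 −1.25 (standard error 0.33, adjusted p = 0.0183). The counts of Dnajb9 and Insig2 overlapped between groups (two-sided exact permutation tests of single genes, p = 0.0571 for each), and in an exact rank-sum test these genes were not called. Atf6 was not called without Control 2 or with quantile normalization. Insig2 ranged from −1.50 without Mettl3 cKO 4 to −0.85 without Control 4. Quantile normalization called 3 of the Fig. 4B genes lower, a fold change of at least 2 called 2, and scaling by library totals, added later, called 2.

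**Figure D2:**
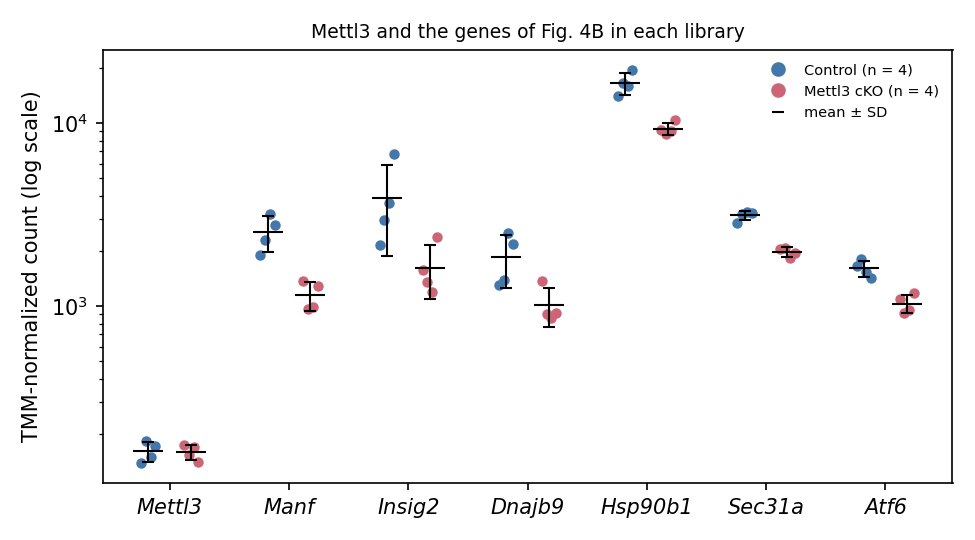
TMM-normalized counts on a log scale of Mettl3 and the genes of Fig. 4B in 4 Control libraries and 4 libraries labelled Mettl3 cKO, with points for libraries and bars for the mean and SD. For Sec31a the means are 3129 and 1974 with no overlap between groups, while the counts of Insig2 and Dnajb9 overlap.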

Finally, we got 6 genes that met all the three criteria (Fig. 4A,B). Among them, the expression of mesencephalic astrocyte‐derived neurotrophic factor (MANF) exhibited the most significant change (log_2_ (fold change) = −1.10598714675408, *P*_adj_ = 1.3660938825035E‐08) between the control and *Mettl3* cKO groups (Fig. 4B). 

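Manf (ENSMUSG00000032575) lies on chromosome 9 of GRCm38 from 106838312 to 106891979 on the minus strand, a span in the annotation that also holds Rbm15b and part of Dcaf1. These genes were not called, with log2 fold changes of −0.07 for Rbm15b (adjusted p = 0.714) and 0.11 for Dcaf1 (adjusted p = 0.432) in edgeR's quasi-likelihood test, but the division of reads between overlapping genes is uncertain. The normalized counts of Manf were 1888, 2301, 3173 and 2755 in Control 1 to 4 and 1374, 961, 984 and 1285 in the libraries labelled Mettl3 cKO 1 to 4. The means were 2529 ± 557 (SD, n = 4) and 1151 ± 210 (SD, n = 4), a log2 fold change of −1.13 (standard error 0.17, adjusted p = 0.00153 from edgeR's quasi-likelihood test). Each Control library had a higher count than each library labelled Mettl3 cKO (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). With each library left out in turn, the log2 fold change stayed between −1.25 and −1.01. Among the 6 genes, Manf ranked 3 by p, after Sec31a and Hsp90b1, and 2 by fold change, after Insig2. By fold change it ranked 1 without Control 4. With DESeq2, the tool the paper names, Manf also ranked 3 by p among the 6.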

MANF, recognized as a central neurotrophic factor, is an endoplasmic reticulum (ER) luminal protein protecting various cells from ER stress [44, 45]. During the progression of HCC, MANF exhibited tumor‐suppressive properties [46, 47]. Thus, we were wondering whether knocking out METTL3 accelerated HCC occurrence by reducing MANF m^6^A modification and expression.

**Fig. 4:**
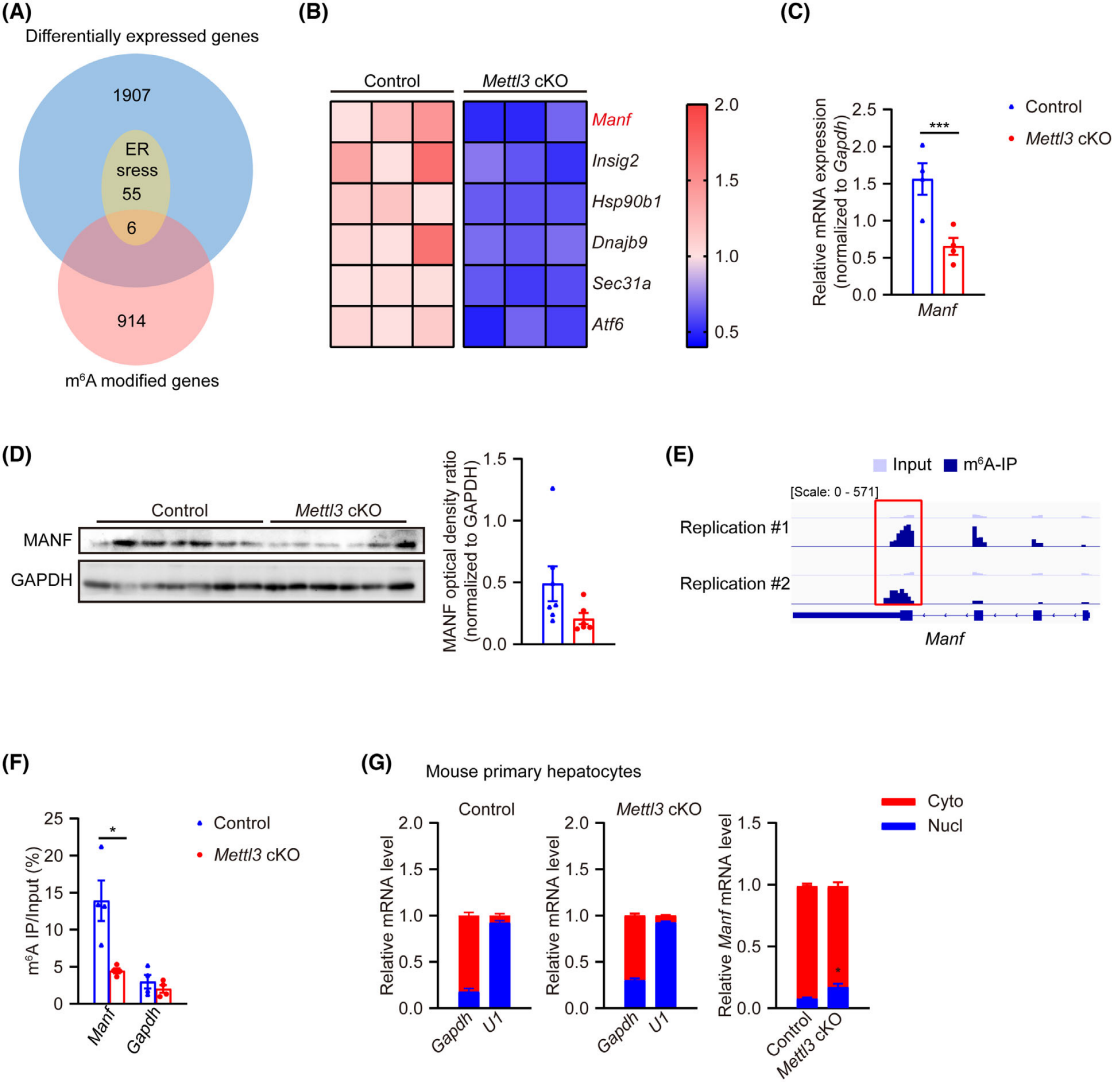
METTL3 deficiency inhibited the nuclear export and expression of MANF in a m^6^A‐dependent way during hepatocarcinogenesis. (A) Venn diagram of differentially expressed genes (DEGs) between mouse liver tissues from the Control and *Mettl3* cKO mice 3 weeks after HTVI, ER stress‐enriched genes in GSEA analysis of RNA sequencing data, and m^6^A‐modified genes in adult liver tissues. (B) Heatmap of overlapping genes in (A). (C) RT‐qPCR for *Manf* in liver tissues from Control and *Mettl3* cKO mice 3 weeks after HTVI (*n* = 4/group). (D) Western blot (left) and quantification (right) for MANF in liver tissues from Control and *Mettl3* cKO mice 5 weeks after HTVI (Control: *n* = 7; *Mettl3* cKO: *n* = 6). (E) Genome Browser screenshots showing read distribution of *Manf* locus in m^6^A‐RIP‐sequencing data of adult mouse liver tissues. (F) m^6^A‐RIP‐qPCR for *Manf* in liver tissues from Control and *Mettl3* cKO mice 3 weeks after HTVI modeling (*n* = 4/group). Positive primer for *Manf* was designed for region within the red box in (E) and *Gapdh* was used as the negative control. (G) RT‐qPCR for *Gapdh* (positive control for cytoplasmic fraction), *U1* (positive control for nuclear fraction), and *Manf* in nuclear (Nucl) and cytoplasmic (Cyto) fractions of mouse primary hepatocytes from Control and *Mettl3* cKO mice (*n* = 3/group). Data in (C), (D), (F), and (G) are reported as the mean ± SEM with the indicated significance (*P < 0.05, ***P < 0.001. Student's *t*‐test).

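The columns of this heatmap were not matched to libraries separately. In the libraries drawn in Fig. 3C, Control 2 to 4 and those labelled Mettl3 cKO 1 to 3, all 6 genes were called lower with edgeR's quasi-likelihood test. Manf had 2743 ± 436 normalized counts (SD, n = 3) in these Control libraries and 1106 ± 232 (SD, n = 3) in these libraries labelled Mettl3 cKO, a log2 fold change of −1.31 (standard error 0.17, adjusted p = 0.00214), and ranked 1 by p among the 6. The other log2 fold changes were −1.70 for Insig2, −0.95 for Hsp90b1, −0.95 for Dnajb9, −0.70 for Sec31a and −0.68 for Atf6, with adjusted p between 0.00231 and 0.0267 in the same test. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1. In the libraries that were not drawn, the mean log2 deviation of the 6 genes was 0.13 in Control 1, the lowest Control value, and −0.27 in Mettl3 cKO 4, the highest of its group.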

To test our hypothesis, we first did RT‐qPCR and western blot and verified the downregulation of MANF in the *Mettl3* cKO group versus the control group (Fig. 4C,D). meRIP‐seq data revealed a prominent m^6^A modification peak at the 3′ UTR region of the *Manf* transcript, which was also confirmed by meRIP‐qPCR (Fig. 4E,F). Moreover, METTL3 knockout reduced the m^6^A deposition on *Manf* transcripts (Fig. 4F). m^6^A modification affects the stability, nuclear exportation, alternative splicing, translation, and degradation of target mRNAs to be involved in gene expression regulation and, thus, cell fate determination [9]. As both mRNA and protein levels of MANF changed in the *Mettl3* cKO group, we first tested mRNA stability in mouse primary hepatocytes from control and *Mettl3* cKO mice. No significant differences were observed between the two groups (Fig. S6C). Next, we isolated the cytoplasmic and nuclear fractionation of primary hepatocytes from Control and *Mettl3* cKO mice and analyzed the cytoplasmic and nuclear distribution of *Manf* transcripts. The assays demonstrated that the nuclear exportation of *Manf* mRNA was impaired in *Mettl3* cKO hepatocytes (Fig. 4G). These results suggested that METTL3 deficiency promotes hepatocarcinogenesis at least partially by reducing m^6^A modification on *Manf* mRNA, thus impairing the nuclear exportation and subsequent expression of cytoprotective ER stress regulator MANF.

## Discussion

HCC has a poor prognosis and is usually diagnosed only at an advanced stage. METTL3, a key executor of m^6^A methylation modification, has been verified to be involved in the proliferation, invasion, and metastasis of HCC cells, as well as in the glycolysis and lipogenesis processes, promoting the progression of HCC [13]. METTL3 was first identified as an oncogenic factor in HCC due to its upregulation in HCC and subsequent increase in the methylation of the *Suppressor of Cytokine Signaling 2* (*SOCS2*) mRNA, which is then recognized and degraded by YTH Domain‐Containing Family Protein 2 (YTHDF2) [48]. Furthermore, studies have shown that METTL3 is involved in resistance to immune checkpoint inhibitors [49]. Inhibition of METTL3 using the small molecule inhibitor STM2457 enhances the sensitivity of HCC to sorafenib and lenvatinib under hypoxic conditions [50, 51]. Another source of resistance stems from the presence of cancer stem cells, where METTL3 enhances drug resistance through Frizzled Class Receptor 10 (FZD10) in these cells [52]. However, prior studies have primarily investigated the role of METTL3 in established HCC using cancer cell lines or xenograft models. However, these approaches fail to capture the early stages of malignant transformation fully.

In this study, we explored the role and mechanism of METTL3 and its mediated m^6^A modification in the early development of HCC. Contrary to previous findings in established HCC, in our research, METTL3 was identified as a tumor suppressor during the early stage of HCC occurrence. Specifically, knocking out METTL3 in hepatocytes accelerated hepatocarcinogenesis in mouse models of either oncogene‐induced or chemical carcinogen‐induced hepatocarcinogenesis. These seemingly contradictory results indicate that METTL3 plays different roles in established HCC versus early onset stages of HCC. Therefore, our results demonstrate that, unlike its role in established HCC, METTL3 has a tumor‐inhibitory effect on the occurrence of HCC in the early stages of its development, suggesting that future liver cancer treatments targeting METTL3 should consider the stage of tumor progression.

Mechanistically, we found that knocking out METTL3 inhibited ER stress response‐related pathways. The liver plays a central role in secretory and excretory processes. The ER has central functions involving protein synthesis, folding, and transport, as well as lipid synthesis and calcium storage. Sustaining proteostasis is central to maintaining liver function, highlighting the ER as a main node of the proteostasis network during liver homeostasis. However, during various etiologies of HCC development, injury insults resulted in a cellular state known as “ER stress,” which initiates the evolutionarily conserved cell stress response called UPR and ERAD. ER stress contributes to HCC transformation and progression [53, 54, 55, 56, 57, 58]. Moreover, alleviating ER stress prevents hepatocarcinogenesis and HCC progression [38, 55, 59, 60]. Here, we found that METTL3 deficiency accelerates HCC occurrence by inhibiting UPR‐related genes, causing defects in cellular clearance of protein aggregates and prolonged ER stress.

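Among the 813 genes with lower counts in the libraries labelled Mettl3 cKO, Manf ranked 122 by the p of edgeR's quasi-likelihood test and 259 by fold change. With DESeq2 it ranked 116 by p of 902 genes called lower. Over the fits that each left out 1 library, its rank by p lay between 42 without Control 1 and 234 without Mettl3 cKO 4.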

In the meantime, we found that MANF, a secreted endoplasmic reticulum protein protecting various cells from ER stress [44, 45 37, 38], was the most significantly downregulated gene within liver tissues from *Mettl3* cKO mice challenged with oncogenic stimulation. Previous studies showed that mice lacking MANF expression exhibit inflammatory phenotypes and aggravated tissue injury in various tissues, including progressive liver fibrosis and fatty degeneration [61]. In HCC, MANF has also been reported as a tumor suppressor [47]. Our further studies showed that deleting METTL3 reduced m^6^A deposition on *MANF* transcripts and impaired the transport of *MANF* mRNA from the nucleus to the cytoplasm, finally reducing MANF expression in METTL3‐deficient liver tissues. This partially explains our observation that hepatic‐specific METTL3 deficiency showed accelerated HCC occurrence and insufficient ER stress response pathway activation. However, we could not exclude the existence of other possibilities mediating the tumor suppressor function of METTL3 and its mediated m^6^A. For example, during the preparation of our manuscript, two independent groups also reported similar observations with different mechanisms [62, 63]. Wei *et al*. [62] found that METTL3 deletion dramatically accelerates liver tumorigenesis by inducing hepatocyte dedifferentiation and hyperproliferation via m^6^A‐mediated modulation on *Hnf4α* and cell cycle genes. Moreover, the reason for METTL3 induction in HCC also remains to be investigated. Among others, recent studies showed that ER stress activated the METTL3/METTL14 in different contexts [64, 65]. Thus, ER stress and METTL3/METTL14‐mediated m^6^A may form a positive feedback loop to maintain tissue homeostasis, which needs further validation.

In conclusion, our study highlights the suppressive role of METTL3 in the early stages of hepatocellular carcinoma occurrence through its regulation of ER stress pathways. This challenges the traditional view of METTL3 as an oncogene in liver cancer and suggests that its function may be context‐dependent. These insights deepen our understanding of the molecular mechanisms underlying liver cancer and propose new directions for early intervention and therapeutic strategies targeting m^6^A modification pathways.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

YX and QZ conceived the idea, provided experimental guidance, analyzed data, and acquired funding. BC, SLT, and HXC contributed to the experimental design and data analysis and conducted most experiments with the help of HBL, ZCZ, RQX, JG, XQL, CL, LJP, WJC, MG, XFZ, and LSY. All authors have read and approved the final version of the manuscript.

## Supporting information

**Fig. S1.** Methyltransferase 3 expression is upregulated in mouse hepatocellular carcinoma tissues.
**Fig. S2.** Construction and characterization of hepatocyte‐specific methyltransferase 3 inducible knockout mice.
**Fig. S3.** Methyltransferase 3 deletion accelerates diethylnitrosamine‐induced liver cancer.
**Fig. S4.** Hepatic methyltransferase 3 knockout aggravates liver fibrosis during hepatocarcinogenesis.
**Fig. S5.** Hepatic methyltransferase 3 knockout inhibits endoplasmic reticulum stress response during hepatocarcinogenesis.
**Fig. S6.** Methyltransferase 3 deficiency inhibited unfolded protein response during hepatocarcinogenesis through mesencephalic astrocyte‐derived neurotrophic factor.
**Table S1.** Antibodies used in the study.
**Table S2.** Sequence of primers for RT‐qPCR.
**Table S3.** Sequence of primers for m^6^A‐RIP‐qPCR.

## Data Availability

The data that support the findings of this study are available in figures and Supporting Information of this article. RNA‐sequencing and m^6^A‐RIP‐sequencing data generated in this study are openly available in NCBI's Gene Expression Omnibus and are accessible through https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE289320 and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198511, respectively.

# Supplementary material for: METTL3 knockout accelerates hepatocarcinogenesis via inhibiting endoplasmic reticulum stress response
**Source:** FEBS Open Bio. 2025 Mar 18;15(7):1144–58. doi: 10.1002/2211-5463.70023
**Supplement:** Supplementary file 1 — Fig. S1. Methyltransferase 3 expression is upregulated in mouse hepatocellular carcinoma tissues. Fig. S2. Construction and characterization of hepatocyte‐specific methyltransferase 3 inducible knockout mice. Fig. S3. Methyltransferase 3 deletion accelerates diethylnitrosamine‐induced liver cancer. Fig. S4. Hepatic methyltransferase 3 knockout aggravates liver fibrosis during hepatocarcinogenesis. Fig. S5. Hepatic methyltransferase 3 knockout inhibits endoplasmic reticulum stress response during hepatocarcinogenesis. Fig. S6. Methyltransferase 3 deficiency inhibited unfolded protein response during hepatocarcinogenesis through mesencephalic astrocyte‐derived neurotrophic factor. Table S1. Antibodies used in the study. Table S2. Sequence of primers for RT‐qPCR. Table S3. Sequence of primers for m6A‐RIP‐qPCR.

**Supplementary Figures**

**
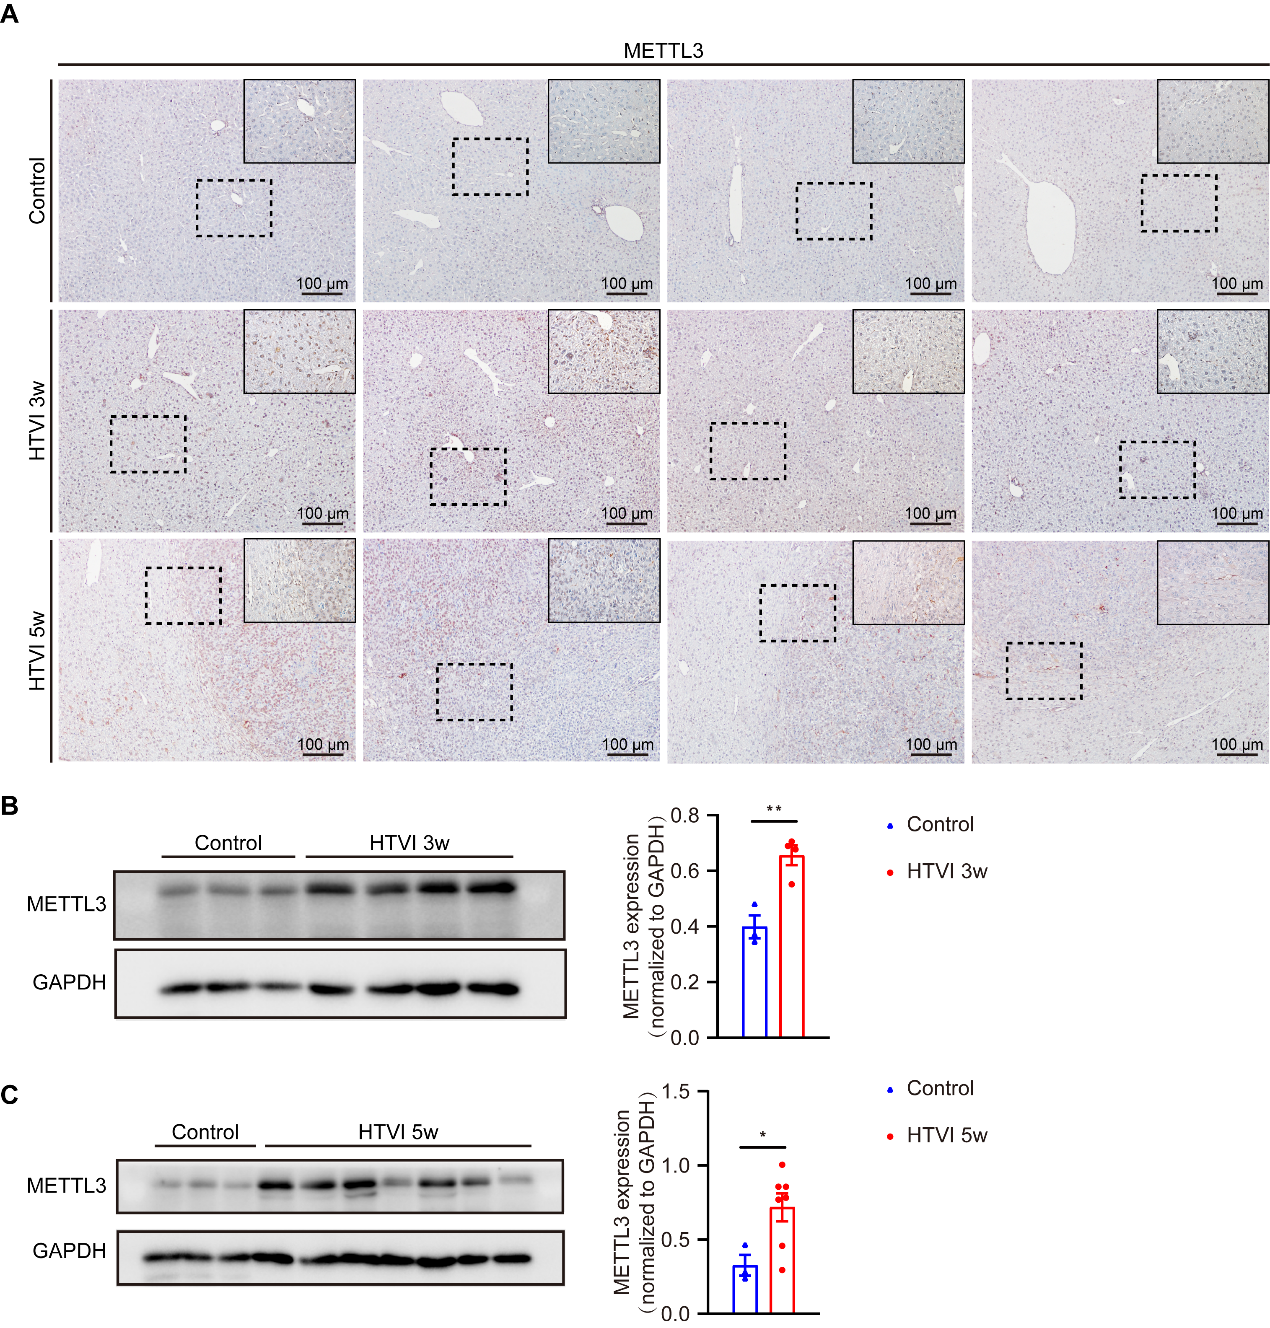
**

**Supplementary Fig. 1. METTL3 expression is upregulated in mouse HCC tissues.** (A) IHC for METTL3 in liver tissues from mice in Control, 3 weeks after HTVI, and 5 weeks after HTVI. Scale bar = 100 μm. (B-C) Western blot and quantitative analysis showing the expression of METTL3 in liver tissues from mice in Control and 3 weeks after HTVI (B) or 5 weeks after HTVI (C) (Control: n = 3; 3 weeks after HTVI: n = 4; 5 weeks after HTVI: n = 7). Data in (B) and (C) are reported as the mean ± SEM with the indicated significance (*p < 0.05, **p < 0.01. Student’s-test).

**
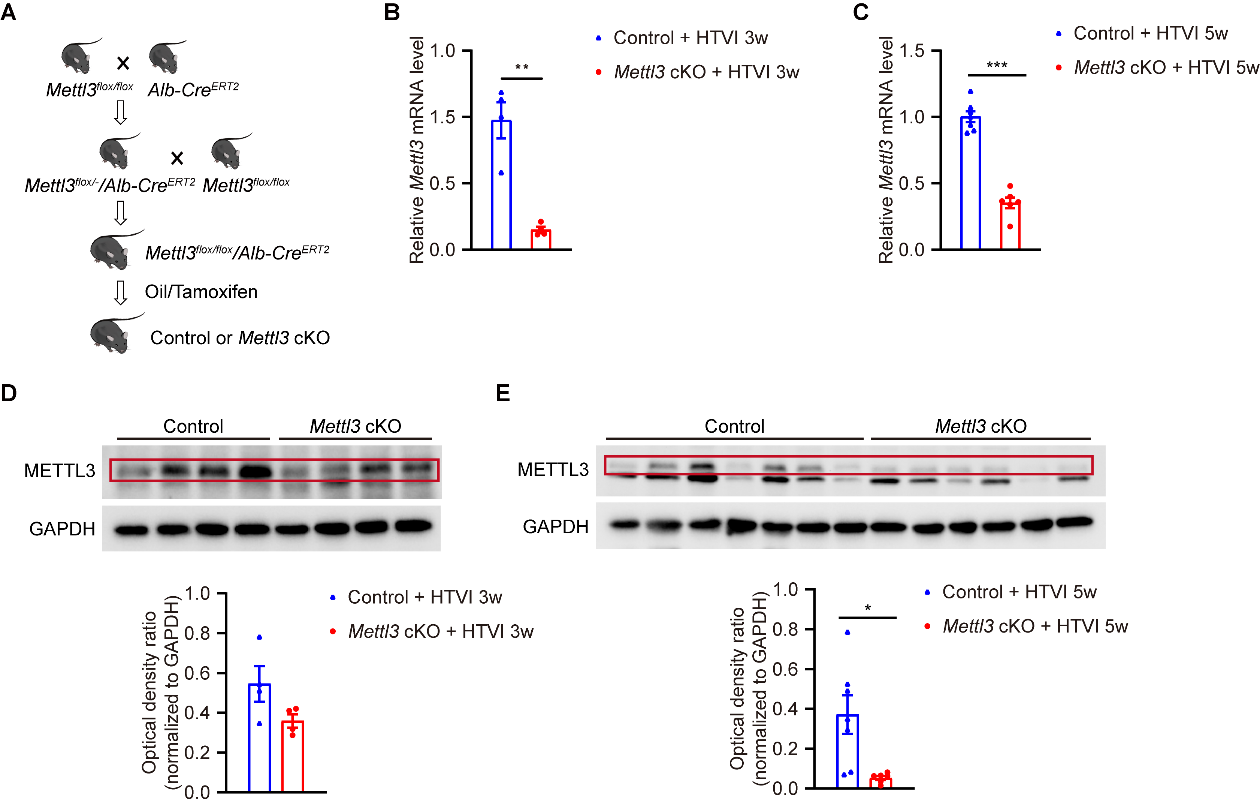
**

**Supplementary Fig. 2. Construction and characterization of hepatocyte-specific METTL3 inducible knockout mice.** (A) Schematic diagram of *Mettl3* cKO mouse construction. (B) RT-qPCR for *Mettl3* of liver tissues from Control and *Mettl3* cKO mice 3 weeks post-HTVI (n = 4/group). (C) RT-qPCR for *Mettl3* in liver tissues from Control and *Mettl3* cKO mice 5 weeks post-HTVI (Control: n = 7; *Mettl3* cKO: n = 6). (D) Western blot and quantification for METTL3 in liver tissues from Control and *Mettl3* cKO mice 3 weeks post-HTVI (n = 4/group). (E) Western blot and quantification for METTL3 in liver tissues from Control and *Mettl3* cKO mice 5 weeks post HTVI (Control: n = 7; *Mettl3* cKO: n = 6). Bands of the expected size were outlined with red boxes in (D) and (E). Data in (B)-(E) are reported as the mean ± SEM with the indicated significance (*p < 0.05, **p < 0.01, ***p < 0.001. Student’s-test).

**
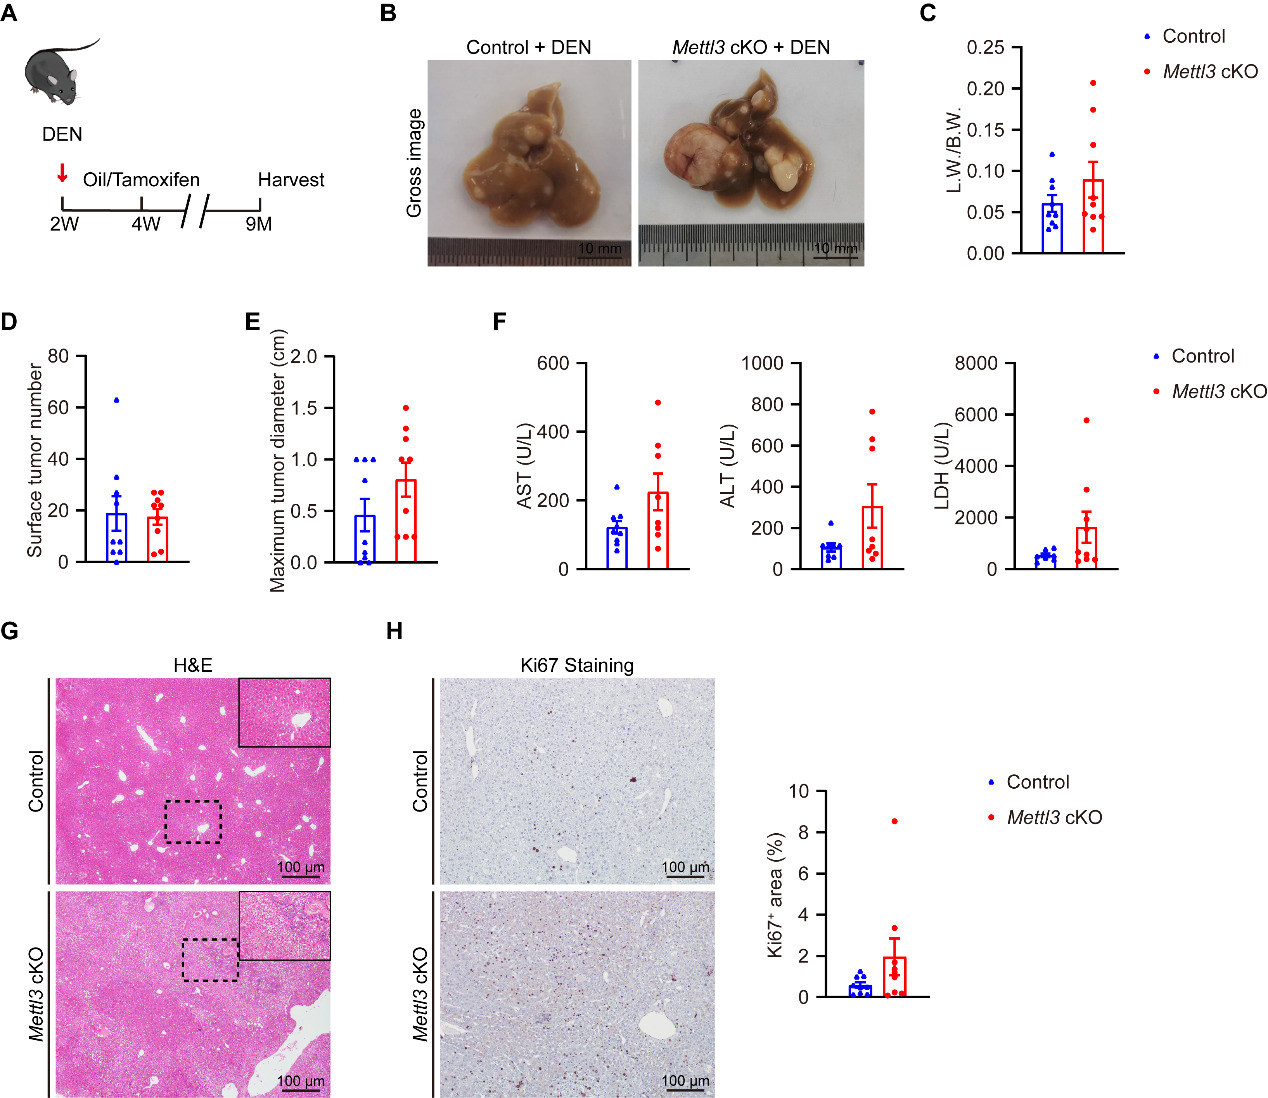
**

**Supplementary Fig. 3. METTL3 deletion accelerates DEN-induced liver cancer.** (A) Schematic diagram of DEN-induced liver cancer model. (B) Representative gross appearance of livers from Control and *Mettl3* cKO group at 9 months. Scale bar = 10 mm. (C) Liver weight/body weight ratio of mice in Control and *Mettl3* cKO group at 9 months old (n = 9/group). (D-E) Surface tumor numbers (D) and maximum tumor diameter (E) in mice of Control and *Mettl3* cKO group at 9 months (n = 9/group). (F) Serum levels of AST, ALT, and LDH in the indicated group of mice at 9 months (n = 9/group). (G) Representative H&E staining images of liver tissues from Control and *Mettl3* cKO mice at 9 months. Scale bar = 100 μm . (H) Representative photographs and quantification of immunohistochemical staining for KI67 of liver tissues from Control and *Mettl3* cKO mice at 9 months (n = 9/group). Scale bar = 100 μm. Data in (C)-(F) and (H) are reported as the mean ± SEM (Student’s-test).

**
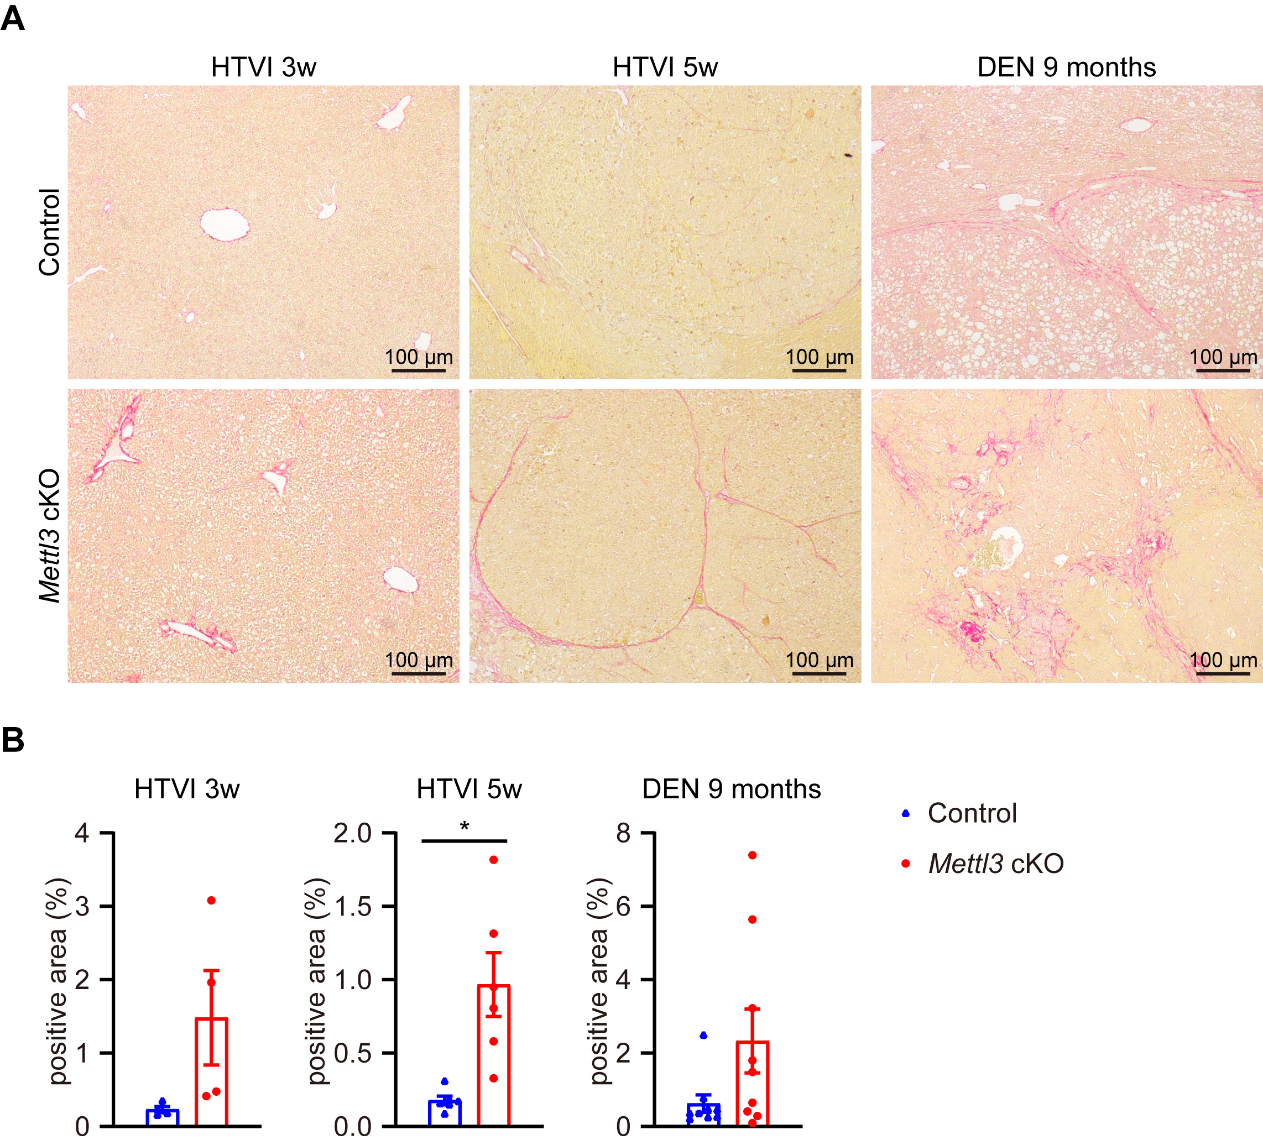
**

**Supplementary Fig. 4. Hepatic METTL3 knockout aggravates liver fibrosis during hepatocarcinogenesis.** (A-B) Representative photographs (A) and quantification (B) of Picrosirius Red (PSR) staining for liver tissues from Control and *Mettl3* cKO mice of 3 weeks or 5 weeks after HTVI and 9 months after DEN groups (HTVI 3 weeks: n = 4/groups; HTVI 5 weeks: Control: n = 7 and *Mettl3* cKO: n = 6; DEN 9 months: n = 9/groups). Scale bar = 100 μm. Data in (B) are reported as the mean ± SEM with the indicated significance (*p < 0.05. Student’s t-test)

**
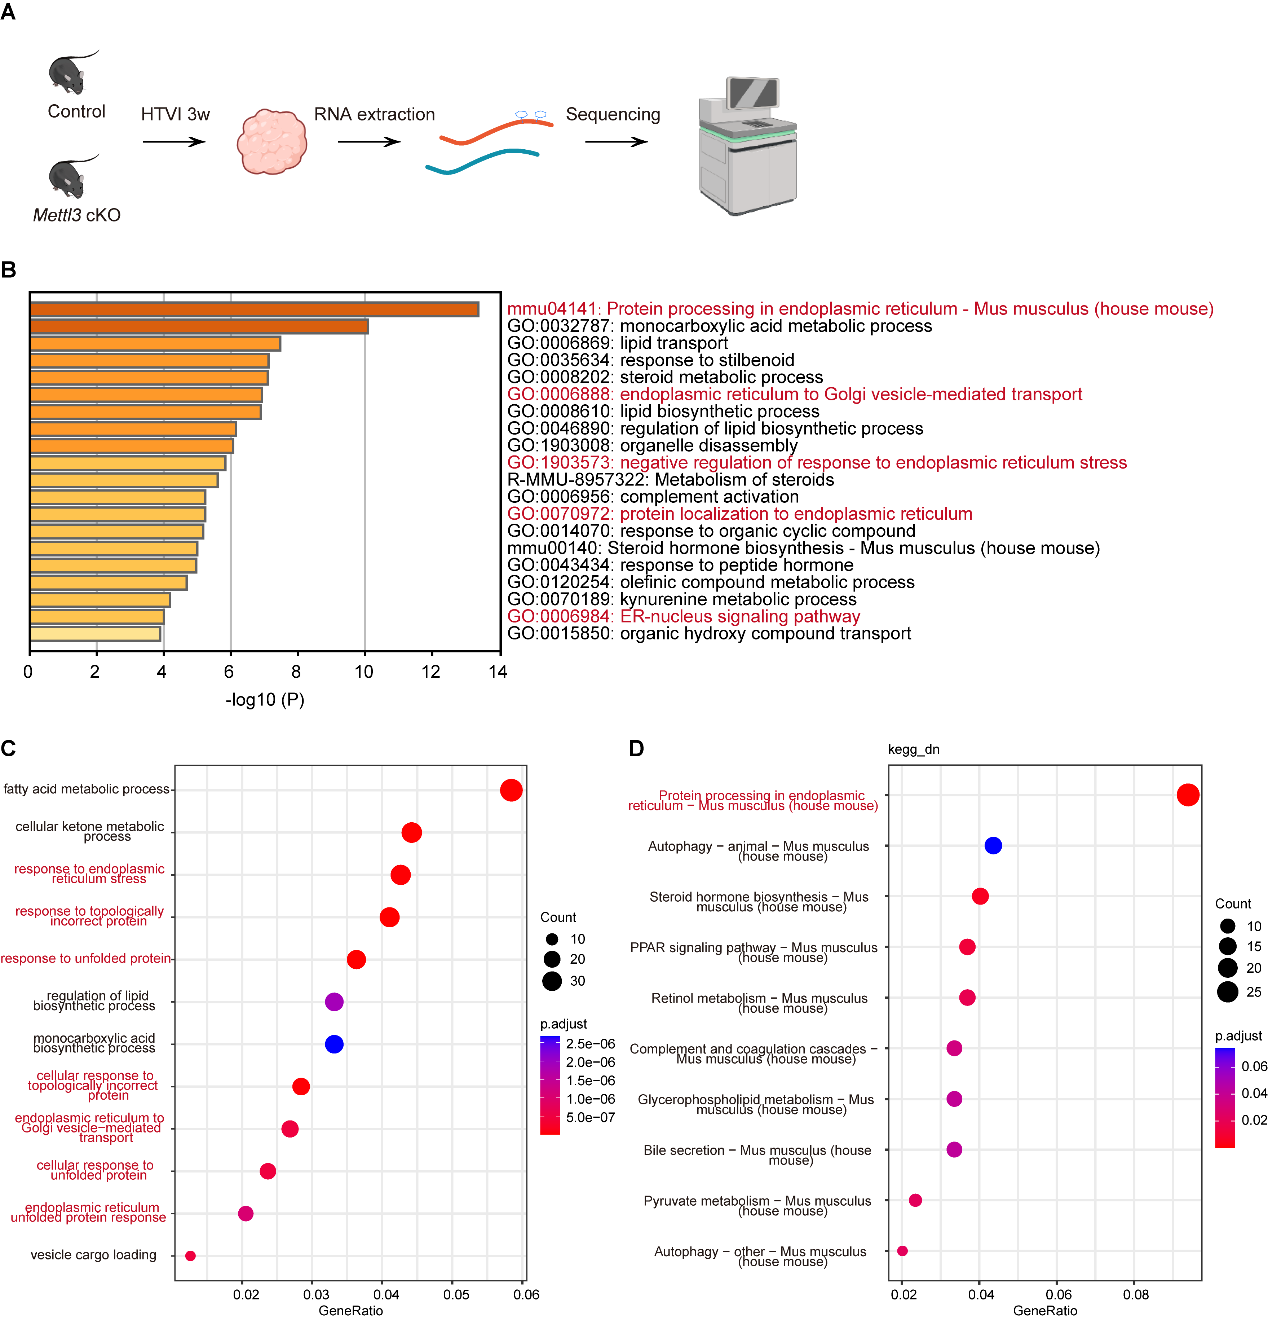
**

**Supplementary Fig. 5. Hepatic METTL3 knockout inhibits ER stress response during hepatocarcinogenesis.** (A) Schematic diagram of experimental design of RNA sequencing. (B) Metascape analysis showing enriched pathways of down-regulated genes in the liver tissues from HTVI-treated (3 weeks) *Mettl3* cKO mice versus Control mice. (C-D) Dotplot showing Gene Ontology (GO) (C) and Kyoto Encyclopedia of Genes and Genomes (KEGG) (D) enrichment analysis (conducted with clusterProfiler) results of down-regulated genes in liver tissues from HTVI-treated *Mettl3* cKO mice versus Control mice.

**
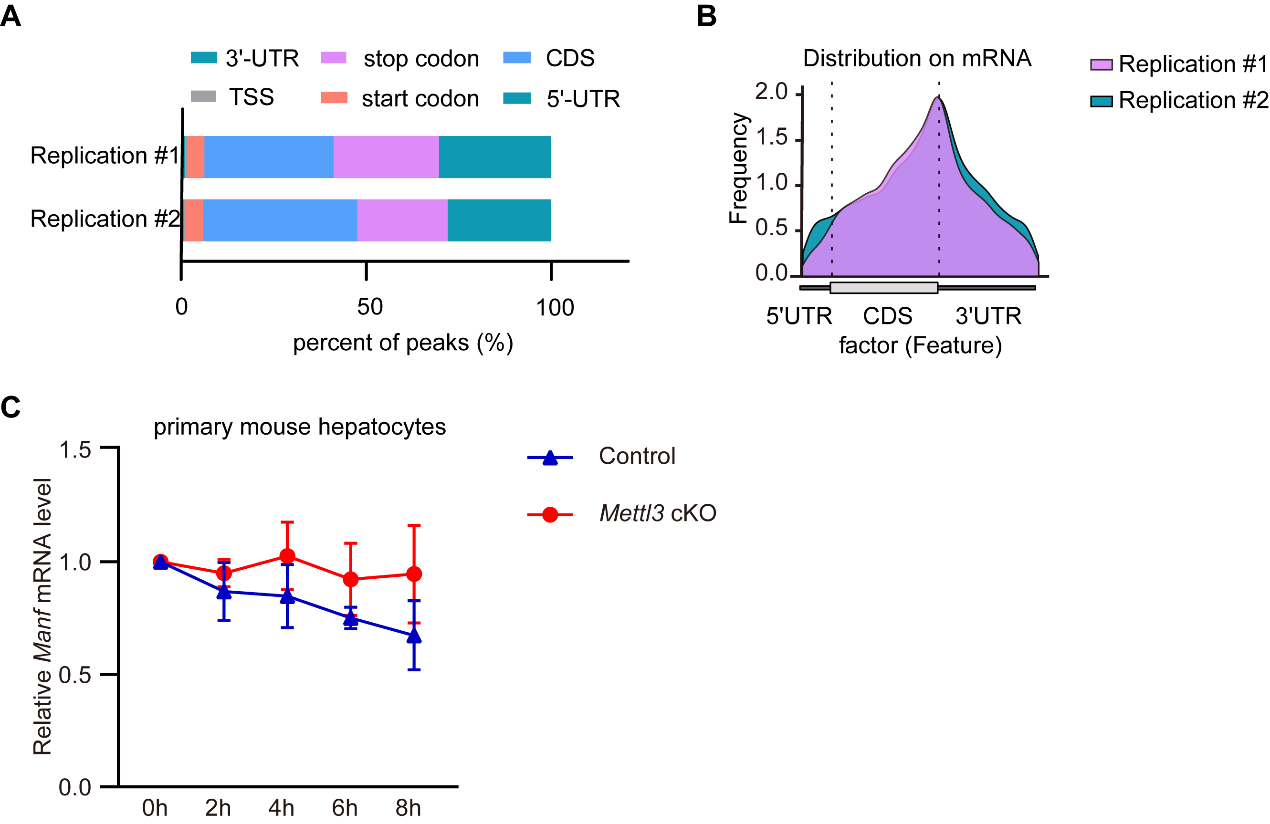
****Supplementary Fig. 6. METTL3 deficiency inhibited UPR during hepatocarcinogenesis through MANF**. (A) Distribution of m^6^A peaks in the 5' UTR, TSS, start codon, CDS region, stop codon, and 3' UTR areas in adult mouse liver tissues. (B) Read distribution of m^6^A-RIP sequencing in adult mouse liver tissues. (C) RT-qPCR for *Manf* in primary hepatocytes isolated from Control and *Mettl3* cKO mice treated with Actinomycin D (5 μg/mL) for the indicated time *in vitro*.

**Supplementary Tables**

***Supplementary Table 1.*** Antibodies used in the study.

| **Name** | **Species reactivity** | **Application and dilution ratio** | **Supplier** | **Cat No.** |
| --- | --- | --- | --- | --- |
| Anti-GAPDH antibody | Mouse, Human | WB (1:1000) | Cell Signaling Technology | Cat# 2118 |
| Anti-METTL3 antibody | Mouse | WB (1:1000) | Servicebio | Cat# GB124688 |
| Anti-MANF antibody | Mouse, Rat, Human | WB (1:1000) | Abcam | Cat# ab67271 |
| Anti-KI67 antibody | Rabbit | IHC (1:200) | Abcam | Cat# ab15580 |
| m^6^A（N6-methyladenosine）antibody | Mouse, Rat, Human | m^6^A-RIP-qPCR | Synaptic Systems | Cat# 202003 |
| Anti-mouse IgG HRP-linked antibody | Mouse | WB (1:5000) | Cell Signaling Technology | Cat# 7076 |
| Anti-rabbit IgG HRP-linked antibody | Rabbit | WB (1:5000) | Cell Signaling Technology | Cat# 7074 |
| Anti-XBP1 antibody | Mouse, Rat, Human | WB (1:1000) | Santa Cruz Biotechnology | Cat# sc-8015 |

***Supplementary Table 2.*** Sequence of primers for RT-qPCR.

| **Name** | **Sequence (5’→3’)** | **Supplier** |
| --- | --- | --- |
| mouse-*Gapdh*-RT-F | CATGGCCTTCCGTGTTCCT | TSINGKE |
| mouse-*Gapdh*-RT-R | GCCTGCTTCACCACCTTCT | TSINGKE |
| mouse-*Mettl3*-RT-F | CTGGGCACTTGGATTTAAGGAA | TSINGKE |
| mouse-*Mettl3*-RT-R | TGAGAGGTGGTGTAGCAACTT | TSINGKE |
| mouse-*Manf*-RT-F | CATCAATGAGGTGTCGAAGCCC | TSINGKE |
| mouse-*Manf*-RT-R | CACTGTGCTCAGGTCAATCTGC | TSINGKE |
| mouse-*U1*-RT-F | GCCTTCAAGACTCTGTTCGTGG | TSINGKE |
| mouse-*U1*-RT-R | CTCGATGAAGGCATAACCACGG | TSINGKE |
| mouse-*Ern1*-RT-F | GGCTACCATTATCCTGAGCACC | TSINGKE |
| mouse-*Ern1*-RT-R | CTCCTTCTGGAACTGTTGGTGC | TSINGKE |
| mouse-*Xbp1t*-RT-F | TGAAAAACAGAGTAGCAGCGCAGA | TSINGKE |
| mouse-*Xbp1t-*RT-R | CCCAAGCGTGTTCTTAACTC | TSINGKE |
| mouse-*Xbp1s*-RT-F | GGTCTGCTGAGTCCGCAGCA | TSINGKE |
| mouse-*Xbp1s*-RT-R | AAGGGAGGCTGGTAAGGAAC | TSINGKE |
| mouse-*Xbp1u*-RT-F | CAGACTACGTGCACCTCTGC | TSINGKE |
| mouse-*Xbp1u*-RT-R | CAGGGTCCAACTTGTCCAGAAT | TSINGKE |
| mouse-*P4hb*-RT-F | CAACTGGCTGAAGAAACGCACG | TSINGKE |
| mouse-*P4hb*-RT-R | GAACTGCTTGGCAGAGTCTGAC | TSINGKE |
| mouse-*Dnajb9*-RT-F | AGCCATGAAGTACCACCCTGAC | TSINGKE |
| mouse-*Dnajb9*-RT-R | CGACTATTGGCATCCGAGAGTG | TSINGKE |
| mouse-*Eif2ak3*-RT-F | CCGATGTCAGTGACAACAGCTG | TSINGKE |
| mouse-*Eif2ak3*-RT-R | AAGACAACGCCAAAGCCACCAC | TSINGKE |
| mouse-*Atf4*-RT-F | AACCTCATGGGTTCTCCAGCGA | TSINGKE |
| mouse-*Atf4*-RT-R | CTCCAACATCCAATCTGTCCCG | TSINGKE |
| mouse-*Ddit3*-RT-F | GGAGGTCCTGTCCTCAGATGAA | TSINGKE |
| mouse-*Ddit3*-RT-R | GCTCCTCTGTCAGCCAAGCTAG | TSINGKE |
| mouse-*Atf6*-RT-F | GTCCAAAGCGAAGAGCTGTCTG | TSINGKE |
| mouse-*Atf6*-RT-R | AGAGATGCCTCCTCTGATTGGC | TSINGKE |

***Supplementary Table 3.*** Sequence of primers for m^6^A-RIP-qPCR.

| **Name** | **Sequence (5’→3’)** | **Supplier** |
| --- | --- | --- |
| mouse-*Manf*-F | GATGCCTAAATACGCCCCCA | TSINGKE |
| mouse-*Manf*-R | TGTCAGGAGCCCGCTTAAAAA | TSINGKE |
| mouse-*Gapdh*-F | CATGGCCTTCCGTGTTCCT | TSINGKE |
| mouse-*Gapdh*- R | GCCTGCTTCACCACCTTCT | TSINGKE |

How the deposited data were processed for this re-analysis (not part of the article)

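Liver tissue was taken from mice 3 weeks after HTVI, and RNA-sequencing gave 8 libraries, 4 labelled Control and 4 labelled Mettl3 cKO. The sample labels call the controls wild-type, while Fig. S2A shows controls given oil, and which were sequenced is left open. The authors aligned the reads to the mouse genome version mm10 with bowtie2, quantified them with RSEM and deposited whole-number counts per Ensembl gene, with 1 column per library and no scaling between libraries. The paper's text does not name the software versions, the annotation or the strandedness. RSEM estimates need not be whole, so the counts are read as estimates that the authors rounded. The table holds 27729 genes, of which 18157 have a count above 0 in at least 1 library. All 8 columns were matched to a condition, and 0 columns of other samples were present. Gene symbols were taken from GENCODE M21 on GRCm38, the genome version also called mm10, and 27247 of the 27729 identifiers had a symbol.

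The plan written before the data were examined took the values to be normalized and named limma on log2 values as the main test. Because the values are counts, the test that counts need, edgeR's quasi-likelihood test, was used as the main test, and limma became an alternative. All comparisons set the 4 libraries labelled Mettl3 cKO against the 4 Control libraries, without covariates. Genes with a mean of at least 10 counts over the 8 libraries were kept, which left 12778. Libraries were scaled by TMM in edgeR 4.0.16, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.1 and a fold change of at least 1.5, the criteria of the paper. Standard errors were derived from the fold change and the F statistic of the test. Normalized counts are counts divided by the effective library size and multiplied by its mean over libraries, and tests of single genes and lists over libraries used their log2 after adding a pseudocount of 1. Exact permutation tests were two-sided over the splits of 4 against 4, where the smallest p is 0.0286.

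Total counts per library lay between 15736476 and 22324337. Counts of a gene carry counting error, which the fitted dispersion includes together with the differences between mice. Where all libraries of a group have 3 counts or fewer, a fold change would be a lower bound. Of the named genes, Xist was in this position in the Control libraries, and no fold is given for it. Cyp2b9 was in this position without Control 1, where its bound was computed against 3 counts.

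Gene lists were written by hand before the data were examined and are not copies of published collections. They cover the UPR, ATF6 and XBP1 targets, PERK and ATF4 targets, ERAD, ER-to-Golgi transport, MYC targets, G2M and proliferation, the mitotic spindle, glycolysis, xenobiotic metabolism, hepatocyte function, oncofetal genes, markers of cholangiocytes, stellate cells, endothelial cells, macrophages, B cells and erythroid cells, the m6A machinery, pericentral and periportal genes, p53 targets, cholesterol synthesis, the cytosolic heat shock response, the acute phase response, the circadian clock, and genes induced by fasting and by feeding. Lists with fewer than 5 genes tested were not tested. The lists of male-biased and female-biased liver genes and of the growth hormone axis were added after the data were examined, and their p-values form a family of 3 apart from the 28 others. Lists were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, and called at an adjusted p under 0.05. The genes of Fig. 3C, Fig. 3D and Fig. 4B were read from the figures and are reported as counts of called genes.

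The genes named in the text are those the paper names, members of the lists, and the 5 genes with the largest rise and the 5 with the largest fall among called genes with a mean of at least 100 counts whose groups did not overlap. This rule was set before the data were examined.

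The alternatives set before the data were examined were scaling by DESeq2's median of ratios and by the 75th percentile, no filter and a mean of at least 50 counts, limma on log2 counts with pseudocounts of 1, 0.1 and 10, without a trend, with quantile normalization and with array weights, the replicate number as a block, each library left out in turn, each of the 16 ways to leave out 1 library per group, the libraries drawn in Fig. 3C, DESeq2 1.42.0, an exact rank-sum test of each gene, an adjusted p under 0.05, a fold change of at least 2, and for lists fry, camera with an estimated correlation and fgsea 1.28.0. In the limma alternatives camera used the same trend and array weights as the gene test. Scaling by library totals alone and DESeq2 with apeglm 1.24.0 shrinkage were added later. DESeq2 results were set beside the counts and the Manf values of the paper in 68 settings of filter, prior, shrinkage and threshold, 52 of them with all 8 libraries and 16 with 3 libraries per group. The apeglm setting was added because it came closest to the paper in genes higher, genes lower and the log2 fold change of Manf. Its closeness is therefore no independent check, and the main test was left as planned.

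The fits were tested on simulated counts made from the means and sizes of the libraries. Of 199 changed genes, 76.9% were called in the right direction and 0 in the wrong one, and 23 of 12429 unchanged genes were called. The median log2 fold change of 100 genes raised by a factor of 2 was 1.03. A list of 30 changed genes had a camera p of 2.9e-103 and a list of 30 unchanged genes one of 0.471. All simulated changes were by a factor of 2, and genes were drawn independently of each other. The simulation therefore does not test camera where the genes of a list are correlated.

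The analyses ran in R 4.3.3 and Python 3.11.15. The m6A-RIP sequencing, the published gene set collections, RT-qPCR and protein measurements were not analysed here, and reads were not used here, so counts by exon or by transcript form were not made.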

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

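The tests in this part were chosen after the results were seen, apart from the search for libraries far from the others in their group and the rule for the genes with the largest changes. In all directions the group names are those of the labels, since the Mettl3 count does not separate the groups.

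In 148 groups of 4 libraries, the gap between the lowest or highest library and its nearest neighbour was divided by the range of the group. It was above the 5% limit of Dixon's test in 11 groups, where chance gives 7.4. The number of such groups is near what chance gives, and several of these values are not independent of each other. For the targets of ATF6 and XBP1, the library labelled Mettl3 cKO 3 had a mean log2 deviation of −0.62 against −0.31 to −0.30 in the others (ratio 0.967). For the oncofetal list, Control 3 was at −0.87 against −0.22 to −0.13 (ratio 0.874). For the B cell list, Mettl3 cKO 2 was at −1.23 against 0.58 to 0.86 (ratio 0.866). Dnajb9 had 1378 normalized counts in Mettl3 cKO 1 against 859.69 to 916 in the others (ratio 0.891). Sec31a had 2844 in Control 1 against 3187 to 3249.6 (ratio 0.845), and Mettl14 had 186 in Mettl3 cKO 3 against 149.51 to 155 (ratio 0.845). No technical explanation was tested for these single libraries.

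Among the genes chosen by the size of their change, the largest falls in the libraries labelled Mettl3 cKO were in 5 Mup genes, which the paper does not discuss. The log2 fold changes were −6.24 for Mup15, −6.11 for Mup17, −5.92 for Mup19, −4.77 for Mup11 and −4.13 for Mup12, with adjusted p between 0.0026 and 0.0095 from edgeR's quasi-likelihood test. Their size depends on the library labelled Mettl3 cKO 4, which had 3626 normalized counts of Mup15 against 10.6 to 232 in the others of its group (ratio 0.939), 2522 of Mup17 against 21.1 to 188 (ratio 0.933) and 15232 of Mup11 against 990.19 to 2162 (ratio 0.918). In the Control group, Control 4 had 288423 of Mup11 against 70267 to 103369.99 (ratio 0.848). Without Mettl3 cKO 4 the log2 fold changes were −9.06 for Mup15, −8.84 for Mup17, −7.70 for Mup19, −6.39 for Mup11 and −5.14 for Mup12. DESeq2 with apeglm shrinkage, added later, gave −0.22 for Mup15, −0.23 for Mup17 and −0.39 for Mup11 and did not call them, but called Mup19 at −5.52 and Mup12 at −3.81. The Mup genes are near-identical copies among which RSEM divides reads, so the value of a single member is uncertain. The sum over 21 Mup genes does not depend on that division, and its log2 fold change was −2.23 (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow), which argues against shared reads as the source of the fall of the family. Which members fell remains open, as does the reason for the fall.

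The largest rises were in Cyp2b9 (log2 fold change 6.89), Cyp2d12 (5.70), Serpinb1a (5.66), Cyp2a4 (5.64) and Col20a1 (4.98), with adjusted p between 3.0e-05 and 0.00247 from the same test, and the paper does not discuss these genes either. Cyp2b9 had 7.91 normalized counts in Control 1 and 0 in the other Control libraries (ratio 1), so its fitted fold change depends on Control 1 and on the prior count. Without Control 1 the mean of the libraries labelled Mettl3 cKO was at least 73.3-fold higher than a floor of 3 counts, while single libraries varied from 28.9 to 554 normalized counts. Cyp2b9, Cyp2d12 and Cyp2a4 belong to families of similar genes, so their counts are uncertain where RSEM divided reads. No test of shared reads was run for these families.

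After these genes were seen, lists of genes with male-biased and female-biased expression in the liver were compiled by hand. They hold some of the same genes, so they are not independent of the values above. The 20 male-biased genes had a median log2 fold change of −1.29, with 12 called lower and 0 higher (camera adjusted p = 5.3e-06, and 0.0264 under fry), and the 14 female-biased genes one of 1.99, with 7 called higher and 1 lower (camera adjusted p = 1.3e-05, and 0.018 under fry). With an estimated correlation both adjusted p were 0.242. Of the 35 splits of the libraries, 8 gave a camera p as small for the male-biased list and 5 for the female-biased list. Without Control 1 the female-biased median was 3.95, the same when Cyp2b9, at the floor in the other Control libraries, was set to its lower bound, and without Mettl3 cKO 4 the male-biased median was −1.77. Female mice among the libraries labelled Mettl3 cKO are argued against by Xist, with at most 4 counts in these libraries, and by Ddx3y on the Y chromosome, with at least 491. A general loss of hepatocyte expression is argued against by the median of the hepatocyte list, −0.29, which is smaller than either shift. A weaker growth hormone signal cannot be told apart from other sources with these counts, since Igf1 had a log2 fold change of −0.36 (adjusted p = 0.0755) while Igfals had one of 1.05 (adjusted p = 7.1e-04), and the 7 genes of a growth hormone list a median of 0.26 (camera adjusted p = 0.386). Fig. S2A shows tamoxifen for the Mettl3 cKO mice and oil for the controls, while the sample labels call the sequenced controls wild-type, so which controls were sequenced and how they were treated is not settled. Tamoxifen and the deletion cannot be told apart for the female-biased rise of 1.99, nor for any other difference between the groups, because no library is labelled as from a mouse given tamoxifen without the deletion. If the controls were wild-type, other differences in genotype stay open as well. The deletion of Mettl3 stays among the open explanations, as untested.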

How the results depend on the processing

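Unless stated otherwise, the alternatives were set before the data were examined. Manf was lower and called in all 42 alternatives run for it, with log2 fold changes from −1.35 without Control 1 and Mettl3 cKO 1 to −0.85 with scaling by library totals, added later. DESeq2 without the same libraries, run in the search beside the paper's values, gave −1.37. The number of differentially expressed genes stayed within a factor of 1.5 of 2381 except with a fold change of at least 2, where 1027 genes were called, 701 higher and 326 lower, with 12 of the Fig. 3C genes, 0 of the RT-qPCR genes and 2 of the Fig. 4B genes lower, fewer by construction. The UPR, ATF6 and XBP1, ERAD, ER-to-Golgi and G2M lists kept their direction and their call in 23 of 24 alternatives. The exception was camera with an estimated correlation. Camera's direction is relative to all other genes, so a shift of all genes by scaling does not reverse it. With scaling by library totals, added later, the median log2 fold changes were −0.28 for the UPR, −0.46 for ATF6 and XBP1 and −0.02 for ERAD. They were −0.23 for ER-to-Golgi and 1.37 for G2M.

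Camera with an estimated correlation uses the same fold changes, with medians of −0.559 for the UPR, −0.739 for ATF6 and XBP1 targets, −0.299 for ERAD, −0.510 for ER-to-Golgi, 0.166 for MYC targets, 1.10 for G2M, −0.274 for xenobiotic metabolism, −1.29 for male-biased and 1.99 for female-biased genes, but called none of these lists, nor any other list (0 against 7 of the other lists in the main test). Fry did not call the MYC targets (0.166) or xenobiotic metabolism (−0.274) and called 2 other lists, and fgsea did not call the MYC targets (0.166). The estimated correlations themselves were not examined further, so the cause was not tested.

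Scaling by library totals alone, added later, moved the median log2 fold change of all genes to 0.317 from 0.0347 with TMM, and 89.9% of calls were higher in the libraries labelled Mettl3 cKO against 65.9% with TMM. It gave 3136 genes higher and 351 lower, 21 of the Fig. 3C genes, 0 of the RT-qPCR genes and 2 of the Fig. 4B genes lower, and a Mettl3 log2 fold change of 0.279, which is near the shift of all genes. Quantile normalization gave 54.3% higher calls. It called 3 of the Fig. 4B genes and 3 other lists, did not call xenobiotic metabolism (−0.0239), called glycolysis (0.451), and reversed P4hb (0.093), Mettl14 (−0.063), Mki67 (−0.133) and the hepatocyte list (0.0934). The cause was not tested.

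Mettl3 stayed uncalled. Its log2 fold change was −0.18 with quantile normalization, the largest fall of the alternatives, and reversed to 0.0253 with scaling by the 75th percentile, 0.0075 with a mean of at least 50 counts and 0.0071 with array weights, and it ranged from −0.0781 to 0.0569 over the 8 fits that each left out 1 library. Keeping genes with a mean of at least 50 counts reversed the medians of the PERK and ATF4 targets (−0.0275) and of the mitotic spindle (−0.002), which were not called either way, and removes the less abundant genes of each list. With quantile normalization the spindle median was −0.0168. Without a filter, 11 other lists were called. The exact rank-sum test called 1 RT-qPCR gene, as did the fits without Mettl3 cKO 3 and either Control 3 or Control 4. The cause was not tested.

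Leaving out 1 library moved the median of the MYC targets between 0.11 and 0.237, with the call lost without Control 1, Control 3, Mettl3 cKO 1 or Mettl3 cKO 2, and that of xenobiotic metabolism between −0.323 and −0.16, with the call lost without Control 1 or Mettl3 cKO 3. The number of other lists called ranged from 4 without Mettl3 cKO 4 to 10 without Mettl3 cKO 2. Log2 fold changes reversed for Hspa5 (−0.0626 to 0.113), Mki67 (−0.0297 to 0.596) and Myc (−0.247 to 0.688), none of which was called.

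Libraries with the same replicate number share only a number, since the correlations of their deviations from the group means were 0, 0.112, 0.0409 and 0.0993. With the replicate number as a block, 2404 genes were called, and the MYC targets had a median of 0.134 and no call.

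For single genes and the other lists, 1067 values were computed under alternatives. Of these, 971 kept their direction and call, 48 lost the call, 38 gained one and 10 reversed. Of the genes in the DESeq2 alternative, 5 were given no adjusted p. With 4 libraries per group, 76.9% of simulated 2-fold changes were called, and smaller changes were not simulated. Genes without a call may therefore have changed, such as Mki67, with a log2 fold change from −0.0297 to 0.596 over the fits without 1 library.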

Differences from the paper's values

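The paper's adjusted p for Manf, given in its text beside the log2 fold change, is smaller by orders of magnitude than the 0.00153 from edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2, the tool the paper names, gave 1.36e-08, within a factor of 1.5 of the paper's value, and the others, between 5.4e-04 without a filter and 0.0961 in an exact rank-sum test, did not. DESeq2 with apeglm shrinkage gave 1.37e-08 and was chosen after seeing the values. It was found by setting 68 DESeq2 settings beside the paper's values. In the 52 of them that used all 8 libraries, the adjusted p lay between 1.32e-08 and 1.80e-08. Margins of difference were set for these comparisons. The counts of differentially expressed genes and the log2 fold change of Manf lay within them in edgeR's quasi-likelihood test over all 8 libraries. Both lay outside them with scaling by library totals, added later (3487 genes, −0.85 for Manf). The counts also lay outside with a fold change of at least 2 (1027 genes). Manf also lay outside in the libraries drawn in Fig. 3C (−1.31) and without Control 1 and Mettl3 cKO 1 (−1.35). DESeq2 with apeglm shrinkage came closest in genes higher (1249), genes lower (716) and the log2 fold change of Manf (−1.11), with 1965 genes called. Normal shrinkage on genes above 0 in all libraries gave a closer total, 1967, with 1243 higher, 724 lower and −1.04 for Manf. The totals of the 68 settings ranged from 1578 to 2666.

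The paper's RT-qPCR ratio of Mettl3 in Mettl3 cKO to Control mice is about 0.15 in Fig. S2B, read by eye, against a ratio of 0.993 for the normalized counts. None of the alternatives closed the gap, and the lowest ratio was 0.883, with quantile normalization. The values come from different measurements, since the counts cover the whole gene and the amplified part of the transcript does not.

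The paper names MANF as the gene with the most significant change among the 6 genes. With edgeR's quasi-likelihood test Manf ranked 3 of the 6 by p and 2 by fold change. It ranked 1 by p in the libraries drawn in Fig. 3C, without Mettl3 cKO 1 together with Control 1, Control 2 or Control 3, and, tied with others, in the exact rank-sum test. By fold change it ranked 1 without Control 4, alone or together with any 1 library labelled Mettl3 cKO, and with DESeq2 and apeglm shrinkage, chosen after seeing the values. With DESeq2, the tool the paper names, Manf also ranked 3 of the 6 by p, with and without apeglm shrinkage. Sec31a had the smallest p in both. The paper's discussion names MANF as the most significantly downregulated gene in the liver. Among all genes called lower, Manf ranked 122 of 813 by p, and its rank was 27 at best, without Control 1 and Mettl3 cKO 1.

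In Fig. 3A the paper shows the mitotic spindle and glycolysis as activated. The hand-compiled lists had medians of 0.29 (camera adjusted p = 0.508) and 0.28 (camera adjusted p = 0.437). The spindle list was called under none of the alternatives run, and the glycolysis list was called with quantile normalization (median 0.45, camera adjusted p = 0.025). These lists are not the paper's gene sets.

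The paper gives the UPR as the most significantly suppressed pathway. Among the hand-compiled lists ER-to-Golgi transport had a smaller camera adjusted p, 8.22e-14 against 1.17e-10. The UPR list had the smaller p of the 2 with fgsea, at an adjusted p of 5.6e-08 against 2.1e-06, and with scaling by library totals, which was chosen after seeing the values.

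Fig. 3D shows lower RT-qPCR values of Ern1 and P4hb in the Mettl3 cKO mice and no significant difference for Ddit3. In the counts the log2 fold changes were 0.17 for Ern1 and −0.27 for P4hb, neither called under any alternative run for these genes, and −0.89 for Ddit3, which was called lower. With each library left out in turn, Ern1 ranged from 0.06 to 0.30 and P4hb from −0.39 to −0.16. Ddit3 was not called in the exact rank-sum test, with a fold change of at least 2, or with scaling by library totals, chosen after seeing the values. Without Mettl3 cKO 3 and either Control 3 or Control 4, 1 RT-qPCR gene was called lower, and which one was not traced.

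The methods give 4 samples per group, while the heatmap of Fig. 3C draws 3 columns per group, which matched all Control libraries but Control 1 and all libraries labelled Mettl3 cKO but Mettl3 cKO 4. The paper's text gives no reason for leaving these out. Over all 8 libraries 61 of the Fig. 3C genes were called lower, and over the drawn libraries 59.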

Other observations

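The tests of the lower UPR genes, of the scaling, of the Mettl3 count and of the Tox4 overlap were chosen after the results were seen, while the splits of the libraries and the test without the 50 most abundant genes on the share of higher calls were set before. Directions rest on the labels.

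Of the 35 splits of the 8 libraries into 4 and 4, the real one alone (1 of 35) gave as many differentially expressed genes, as many genes higher and as many lower. The same holds for the Fig. 3C, RT-qPCR and Fig. 4B genes, but the Fig. 3C and Fig. 4B genes were chosen as lower on the real split, and the 3 RT-qPCR genes called lower are among the Fig. 3C genes, so these outcomes were fixed and say nothing. Any other split called at most 1 gene. The camera tests were less specific to the real split. A camera p as small came from 2 splits for ER-to-Golgi transport, 4 for the UPR, 5 for ERAD, 6 for ATF6 and XBP1 targets, 14 for MYC targets, 15 for G2M, 16 for xenobiotic metabolism, 19 for glycolysis, 25 for the mitotic spindle and 28 for the PERK and ATF4 targets, the real split included. For the UPR, each of the 3 other splits put Control 1 with 3 libraries labelled Mettl3 cKO, so these splits still hold part of the difference between the groups, but called 0 genes. A small camera p alone therefore does not set the real split apart from the others, and the reason was not tested.

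Lower counts of the UPR list were weighed against technical and other explanations. A few genes taking most of the counts would lower all other genes alike. With scaling by library totals, which does not correct for such genes, the median of the UPR list lay below that of all genes by a difference of −0.595 on the log2 scale, which argues against such genes as the whole source. After the trend of the log2 fold change on gene length or on GC content was removed, the median of the list was −0.60 and −0.62, against −0.56 before, which argues against either trend as the whole source. A smaller share of hepatocytes cannot be told apart as a source. The medians of stellate and endothelial markers differed by 0.52 (permutation test over genes, p = 0.00191), so their rises were unequal. Unequal rises cannot exclude a smaller share, because a change in stellate cells stays open. The UPR median lay 0.26 below that of the hepatocyte list, a difference of −0.26 that did not pass a permutation test (p = 0.0681). Handling of the tissue cannot be told apart, since the UPR median and that of 10 cytosolic heat shock genes outside Fig. 3C differed by −0.19 (permutation test, p = 0.354). The time of collection cannot be told apart either, since of 15 clock genes 0 were called and 2 had an unadjusted p under 0.05, which decides nothing about the UPR genes. For the feeding state, the medians of feeding-induced and fasting-induced genes differed by 0.0831, but the lists hold genes that go both ways, so this decides nothing. Tamoxifen given to 1 group and the deletion of Mettl3 stay open as well, the latter as untested. The paper reports more tumor-like nodules and liver damage in Mettl3 cKO mice at 3 weeks. Whether these differences in the tissue lower the UPR counts was not tested.

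More genes were called higher than lower in the libraries labelled Mettl3 cKO. The share of higher calls followed the scaling, from 54.3% with quantile normalization to 89.9% with library totals, and was 65.9% with TMM. Each scaling sets where the centre lies, so the scaling cannot be told apart as a source. A loss of abundant secreted transcripts cannot be told apart either, since leaving out the 50 most abundant genes, which TMM largely trims, moved little, with 66.0% of calls higher.

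The Mettl3 count did not fall in the libraries labelled Mettl3 cKO. Of the 35 splits, 1 gave as many called genes, so the labels separate groups that differ, and an exchange of all labels would leave the Mettl3 count as unchanged as it is, at −0.0099 on the log2 scale. Exchanged labels are thus argued against as the reason. Reads over exons that the deletion leaves in place cannot be told apart from an incomplete deletion by the counts alone, since they cover the whole gene. Reads of Tox4, whose end overlaps that of Mettl3 on the other strand, cannot be told apart either, because the strandedness is not stated. Tox4 had a log2 fold change of −0.28 (standard error 0.12, adjusted p = 0.0989). Cells other than hepatocytes also keep Mettl3, and their share was not measured.

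On the second principal component Control 1 and Control 2 lay apart from Control 3 and Control 4. The mean log2 deviations of the circadian list were 0.53 and 0.36 in the former and −0.25 and −0.56 in the latter, and those of the female-biased list 0.02 and −0.56 against −2.05 and −2.60. The labels give no batch or time that follows this split, and the libraries labelled Mettl3 cKO show no such split on this component, with values between −7.91 and 16.2.

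The remaining lists were tested with camera over 28 lists. Those called at an adjusted p under 0.05 with lower counts in the libraries labelled Mettl3 cKO were cholesterol synthesis (median log2 fold change −0.51, adjusted p = 6.8e-04, 7 of 19 genes called lower), the acute phase response (−0.62, 0.00716, 8 of 13 lower and 1 higher), the cytosolic heat shock response (−0.43, 0.0238, 3 of 13 lower), xenobiotic metabolism (−0.27, 0.0246, 7 of 30 lower and 2 higher), periportal genes (−0.25, 0.032, 3 of 12 lower) and hepatocyte function (−0.29, 0.0399, 1 of 20 lower). Those called with higher counts were stellate cell markers (0.89, 1.5e-04, 10 of 13 higher) and cholangiocyte markers (0.85, 0.0238, 3 of 9 higher). Of these 8 calls, the one for stellate cells held under fry (adjusted p = 0.0474) and none held with an estimated correlation. The hepatocyte call was also lost without Control 1, Control 3, Mettl3 cKO 1, Mettl3 cKO 3 or Mettl3 cKO 4, with a mean of at least 50 counts and in fgsea, and its median reversed with quantile normalization, to 0.09. The cholangiocyte call was lost without Mettl3 cKO 1 (median 0.52), with scaling by library totals, added later, and in limma without a trend or with quantile normalization, and its median was 1.30 without Control 1. The periportal call was lost without Control 1 (−0.23), without Mettl3 cKO 4 (−0.20), in fgsea and with quantile normalization, where the median was 0.04. The heat shock call was lost without Mettl3 cKO 4 (−0.35) and with quantile normalization, and the acute phase call with quantile normalization. The xenobiotic call was lost without Control 1, without Mettl3 cKO 3 (−0.16) and with quantile normalization. The cholesterol median was −0.33 without Control 1.

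Lists not called were endothelial markers (median 0.38, adjusted p = 0.0575, and 0.58 and a call without Control 3, 1 of 12 genes called higher), the m6A machinery (0.14, 0.0575, 2 of 18 higher, with an adjusted p of 0.0211 under fry), pericentral genes (−0.29, 0.0901, 1 of 10 lower), macrophage markers (0.56, 0.101, 4 of 14 higher), erythroid markers (−1.76, 0.142, 1 of 5 lower), fasting-induced genes (−0.34, 0.365, 2 of 10 lower and 2 higher), oncofetal genes (0.66, 0.412, 2 of 8 higher), the circadian clock (−0.26, 0.436, 0 of 15), p53 targets (0.25, 0.437, 5 of 15 higher and 1 lower), B cell markers (0.54, 0.437, 1 of 5 higher) and feeding-induced genes (−0.26, 0.783, 1 of 11 higher). Some of these were called under alternatives. The endothelial list was called without a filter, in limma except with quantile normalization, with the replicate number as a block, without Control 3 and without Mettl3 cKO 2 (0.45). The m6A list was called with scaling by the 75th percentile and by library totals, without a filter, with a mean of at least 50 counts, in limma with a trend, under fry, without Control 4 (0.20) and without Mettl3 cKO 3 (0.13). The macrophage list was called without a filter, with array weights, with the replicate number as a block, in fgsea and without Mettl3 cKO 2 (0.80). Of the other 8, fgsea called the erythroid (adjusted p = 8.8e-05), oncofetal (0.0373) and circadian (0.047) lists, and neither fry nor an estimated correlation called any. The remaining alternatives give only a number of lists called for these 8. No stellate or endothelial marker is on another list, and of 9 cholangiocyte markers 3 are. All 13 stellate markers tested had a mean of at least 10 normalized counts in the Control libraries as well. The most abundant of them, Dcn, had 1641 ± 539 (SD, n = 4) in the Control libraries and 2931 ± 344 (SD, n = 4) in the libraries labelled Mettl3 cKO.

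Among single genes of the m6A machinery, Ythdf2 had a log2 fold change of 1.34 (standard error 0.13, adjusted p = 2.1e-04) and Rbm15 one of 0.96 (standard error 0.14, adjusted p = 0.00106) in edgeR's quasi-likelihood test, with no overlap between the groups. Wtap, at 0.37 (adjusted p = 0.00932), and Mettl14, at 0.11 (adjusted p = 0.604, and 0.03 without Mettl3 cKO 3), were not called. Trp53 had a log2 fold change of 0.47 (adjusted p = 0.00833), below a 1.5-fold change, and Hnf4a one of −0.47 (adjusted p = 0.0327). With scaling by library totals, added later, Wtap (0.65) and Trp53 (0.75) were called. Socs2, at 0.88 (adjusted p = 0.124), was not called, but it was without Control 1 (1.19), without Mettl3 cKO 2 (1.13), with array weights (0.91) and with library totals (1.17), and it was at 0.52 without Mettl3 cKO 4. Of the Y chromosome genes, Ddx3y was called lower at −0.68 (adjusted p = 0.0113), while Eif2s3y (−0.53), Kdm5d (−0.45) and Uty (−0.37) were not. Ddx3y lost its call with library totals (−0.39) and in the exact rank-sum test, Eif2s3y was called without Mettl3 cKO 4 (−0.67), and Kdm5d was at −0.27 without Control 2. A difference between these genes was not tested.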
